# BRR2a Affects Flowering Time via *FLC* Splicing

**DOI:** 10.1371/journal.pgen.1005924

**Published:** 2016-04-21

**Authors:** Walid Mahrez, Juhyun Shin, Rafael Muñoz-Viana, Duarte D. Figueiredo, Minerva S. Trejo-Arellano, Vivien Exner, Alexey Siretskiy, Wilhelm Gruissem, Claudia Köhler, Lars Hennig

## Abstract

Several pathways control time to flowering in *Arabidopsis thaliana* through transcriptional and posttranscriptional gene regulation. In recent years, mRNA processing has gained interest as a critical regulator of flowering time control in plants. However, the molecular mechanisms linking RNA splicing to flowering time are not well understood. In a screen for Arabidopsis early flowering mutants we identified an allele of *BRR2a*. BRR2 proteins are components of the spliceosome and highly conserved in eukaryotes. Arabidopsis BRR2a is ubiquitously expressed in all analyzed tissues and involved in the processing of flowering time gene transcripts, most notably *FLC*. A missense mutation of threonine 895 in BRR2a caused defects in *FLC* splicing and greatly reduced *FLC* transcript levels. Reduced *FLC* expression increased transcription of *FT* and *SOC1* leading to early flowering in both short and long days. Genome-wide experiments established that only a small set of introns was not correctly spliced in the *brr2a* mutant. Compared to control introns, retained introns were often shorter and GC-poor, had low H3K4me1 and CG methylation levels, and were often derived from genes with a high-H3K27me3-low-H3K36me3 signature. We propose that BRR2a is specifically needed for efficient splicing of a subset of introns characterized by a combination of factors including intron size, sequence and chromatin, and that *FLC* is most sensitive to splicing defects.

## Author Summary

Timing of flowering has a great effect on reproductive success and fitness. It is controlled by many external signals and internal states involving a large set of genes. Here we report that the *Arabidopsis thaliana BRR2a* gene is needed for normal flowering. BRR2 proteins are components of the spliceosome and highly conserved in eukaryotes. BRR2a is needed for splicing of a subset of introns, most noticeably in the transcript of the flowering repressor FLC. Reduced *FLC* expression increased transcription of key floral activators, leading to early flowering in both short and long days. Genome-wide experiments established that full BRR2a activity was required only for a small group of introns. We propose that uncompromised BRR2a activity is most important for efficient splicing of a subset of introns of particular size, sequence and chromatin composition, and that *FLC* is most sensitive to splicing defects.

## Introduction

The switch from the vegetative to the reproductive phase is an important developmental transition in flowering plants. The timing of this transition is regulated by several factors, including endogenous and environmental signals. In Arabidopsis, the photoperiod, vernalization and autonomous pathways involved in flowering time control have been investigated in much detail. More recently, additional pathways such as the age or the ambient temperature mediated pathways have been described [1–4]. Most flowering time pathways converge at the activation of a common set of genes that promote flowering and that are known as floral integrators, namely *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS1* (*SOC1*), *FLOWERING LOCUS T* (*FT*) and *LEAFY* (*LFY*), and at the repression of the major flowering repressor *FLOWERING LOCUS C* (*FLC*) [5].

The daily light duration is sensed by the photoperiod pathway. In temperate climates, Arabidopsis and many other species flower earlier in long day (LD) than short day (SD) conditions [5, 6]. In the photoperiod pathway, CONSTANS (CO) activates *FT* expression in leaves. FT protein is a major mobile flowering-inducing signal and moves through the phloem into the shoot apical meristem (SAM) where it changes vegetative meristem identity to flowering [5]. Normal expression of *CO* in long day (LD) photoperiods requires the histone-binding protein MSI1, and partial loss of MSI1 function such as in the partially complemented *msi1* mutant line *msi1-tap1* leads to reduced expression of *CO*, failure of *FT* and *SOC1* activation and to delayed flowering [7, 8]. *FT* and *SOC1* are repressed by FLC in LD and SD [5]. Prolonged cold (vernalisation) inactivates *FLC* expression thus strongly shortening the time to flowering [9]. The autonomous pathway is known to promote flowering independently of environmental signals. Mutants in the autonomous pathway are extremely late flowering due to strong upregulation of *FLC*. The autonomous pathway genes belong to two main subfamilies: (i) chromatin modifiers such as *FLOWERING LOCUS D* (*FLD*) [10], *FVE* [11, 12] and *RELATIVE OF EARLY FLOWERING 6* [13] and (ii) RNA binding proteins (RBP) such as *FCA* [14], *FPA* [15], *FY* [14], *FLOWERING LOCUS K* (*FLK*) [16, 17] and *LUMINIDEPENDENS* (*LD*) [18]. Together, the autonomous pathway genes form a group of partially independently acting genes rather than a classical linear genetic pathway [19].

Transcripts of many plant genes including most of the flowering-related genes contain several introns. Splicing removes the non-coding introns from pre-mRNAs to form mature mRNA (for review see [20, 21]. The spliceosome is a macromolecular complex consisting of five highly conserved small nuclear ribonucleoprotein particles (snRNPs; U1, U2, U4, U5 and U6) and a large number of stabilizing proteins [22]. The splicing reaction can be functionally divided into several steps, including spliceosome assembly, activation, catalysis, and disassembly of the spliceosomal machinery. During the activation step, DExD/H-box RNA helicases are known to play key roles [23–25]. DExD/H-box RNA helicases belong to a large, highly conserved protein family. These proteins play roles in many biological processes related to RNA metabolism, using energy from ATP hydrolysis [26].

RNA processing is much less studied in plants than in animals and yeast. However, during the last decade, the functional role of transcript processing in plants has received some attention (for review see [20, 21]. Several lines of evidence support a connection between RNA processing and flowering time control [27–30]. The proteins identified in pre-mRNA processing were involved in either 3’ end polyadenylation or 5’ end capping. However, little is known about the possible regulatory role of key proteins of the spliceosomal complex in control of flowering.

Here we describe an early flowering allele of Arabidopsis *BRR2a*, which encodes a highly conserved spliceosome protein in eukaryotes. The single missense mutation of threonine at position 895 is associated with an early flowering phenotype. We demonstrate that defects in *FLC* splicing form the mechanism underlying the flowering phenotype. Genome-wide experiments established that full BRR2a activity was required only for a small group of introns. We propose that BRR2a is specifically needed for efficient splicing of a subset of introns characterized by a combination of risk factors in intron size, sequence and chromatin composition, and that *FLC* is most sensitive to splicing defects.

## Results

### The *cäö* mutant causes early flowering

To understand the molecular mechanisms underlying the control of the floral transition by MSI1 [7, 8], a mutant screen for suppressors of the late flowering phenotype of *msi1-tap1* plants was performed, resulting in six mutants with a shortened vegetative phase of *msi1-tap1* [31, 32]. Two suppressor mutants had been reported previously [31, 32]. Here we describe the analysis of one of the remaining uncharacterized suppressor mutants, which was initially called *chrottapösche* (*cäö*) (Swiss German for dandelion) because of its increased leaf serration.

To test whether the *cäö* early flowering phenotype was independent of the *msi1-tap1* background, *cäö* was backcrossed to Columbia (Col), and flowering time was measured. Under LD and SD conditions, *msi1-tap1* flowered much later than Col, confirming earlier results [7, 8], while *msi1-tap1 cäö* flowered at a similar time to Col (Fig 1). In the Col background, *cäö* flowered earlier than both Col and *msi1-tap1 cäö*, demonstrating that the effect of *cäö* does not require the *msi1-tap1* background. Therefore, *cäö* in the Col background was used in all subsequent experiments.

**Fig 1:**
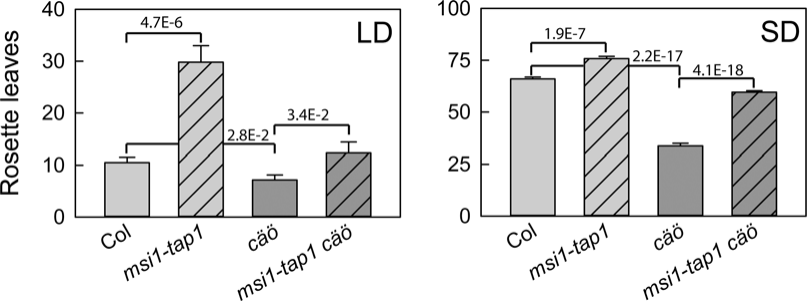
*cäö* is an early flowering mutant in Arabidopsis. Flowering time of wild type (Col), *msi1-tap1*, *cäö* and *cäö msi1-tap1* in number of total rosette leaves at bolting under LD (left) and SD (right). Shown are mean ± SE (n ≥ 14). Numbers in the graph represent p-values of two-sided t-tests.

In addition to early flowering, the *cäö* plants had other developmental defects (Fig 2). Leaves of *cäö* were small and serrated contributing to a smaller and more compact rosette (Fig 2A–2C, S1A Fig). Siliques of *cäö* were shorter than WT (Fig 2D), had reduced seed set and contained unfertilized ovules. In about 20% of *cäö* ovules female gametophyte development was delayed or completely absent (Fig 2E, S1B Fig). Defective female gametophyte development had a sporophytic origin because it was mainly observed in homozygous *cäö*^-/-^ plants and only occasionally in heterozygous *cäö*^-/+^ plants (S1B Fig). Together, *CÄÖ* is important not only for normal flowering time but also other developmental programs including formation of female gametophytes.

**Fig 2:**
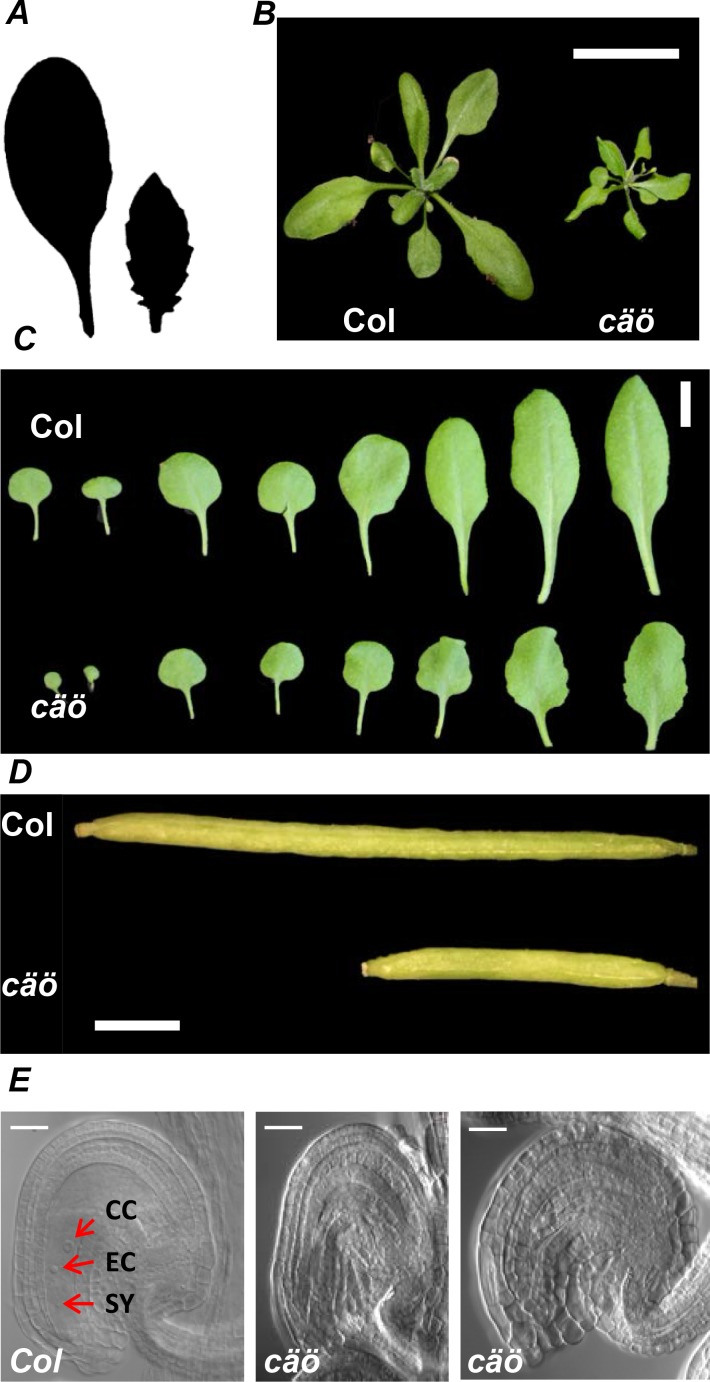
Developmental alterations in *cäö*. (A) Silhouette of the sixth rosette leaf from wild type (Col, left) and *cäö* (right) showing the serrated margin of the *cäö* leaf. Plants were grown for 4 weeks under LD conditions. (B) Rosette morphology of Col and *cäö* plants at time of bolting in LD; scale bar: 5 cm. (C) Leaf morphology of Col and *cäö* in 20 days old plants; scale bar: 1 cm. (D) Reduced silique length in *cäö* mutants. Scale bar: 1 mm (E) Cleared wild type (left panel) and *cäö* ovules with arrested (middle) or absent female gametophytes (right panel). Scale bar: 25 μm. Cells of the egg apparatus are indicated: CC, central cell; EC, egg cell; SY, synergids.

### *CÄÖ* encodes an ATP-dependent RNA helicase protein

In order to isolate the causative mutation in *cäö*, a mapping population was established by crossing *cäö* in the Col background with L*er* followed by next generation sequencing of F2 bulk segregants. A candidate region on the left arm of chromosome 1 (S2 Fig) contained only one mutation that was represented in all reads covering this region. The mutation was a G to A transition in the *AT1G20960* gene and caused a T895I missense mutation (Fig 3). This mutation was subsequently confirmed by a specific dCAPS (derived cleaved amplified polymorphic sequences) molecular marker (S3A Fig) and Sanger sequencing (S3B Fig). *AT1G20960*, which was previously identified as *EMBRYONIC LETHAL 1507* (*EMB1507*) [33], encodes an orthologue of yeast Brr2p (Bad response to refrigeration 2 protein) and is also called BRR2a [34]. Yeast Brr2p is a DEAD/DExH box ATP-dependent RNA helicase with a unique N-terminal domain and two consecutive helicase cassettes (with a DExD/H domain and helicase superfamily C-terminal domain), each followed by a Sec63 domain (Fig 3B) [35, 36]. Yeast and animal BRR2 proteins are integral components of the U5 small nuclear ribonucleoprotein (snRNP) and are essential for splicing through their contribution to the recruitment and activation of spliceosome complex components [24, 37]. Because Brr2 is the original name given to these proteins, we refer to the mutant protein as BRR2a-T895I and to *cäö* as *brr2a*-2. The mutated threonine 895 is located at the end of the first helicase domain and highly conserved in Brr2 proteins (Fig 3C), suggesting that the T895I mutation interferes with BRR2a function.

**Fig 3:**
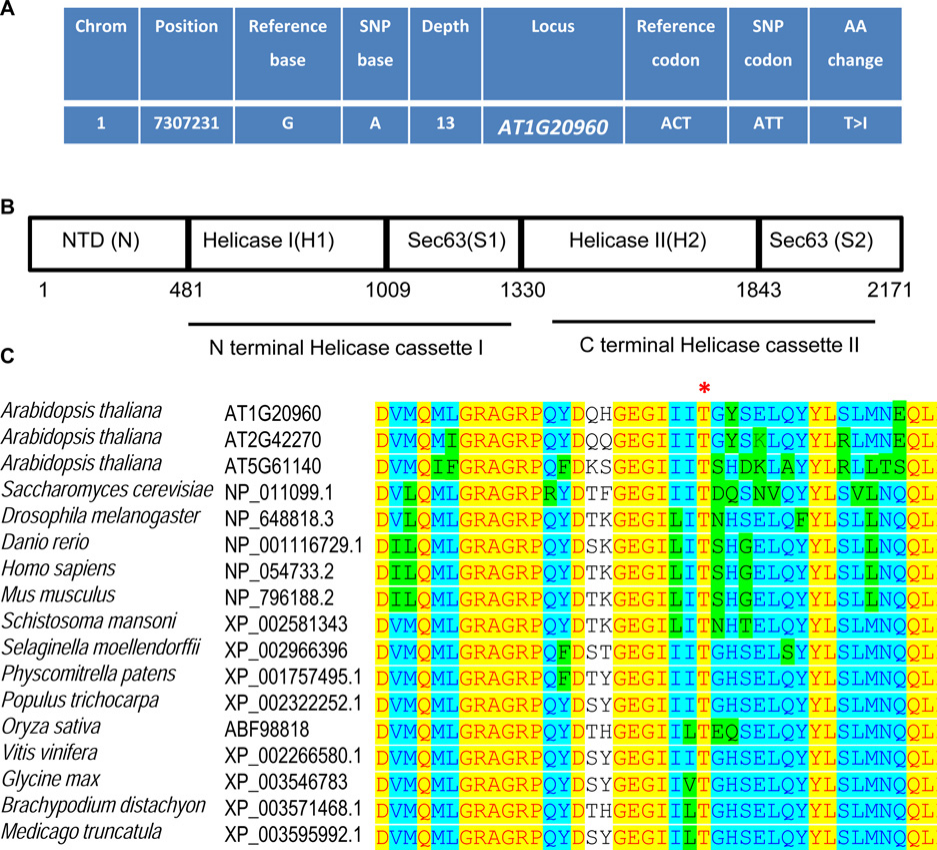
*CÄÖ* encodes the ATP-dependent RNA helicase protein BRR2a. (A) SNP annotations in the identified region with reduced recombination on left arm of chromosome 1. (B) Schematic representation of the protein domain structure of BRR2a. A detailed description of the protein domains can be found in the main text. (C) Threonine 895 is conserved among eukaryotic BRR2 proteins. Sequence alignment of the end of helicase domain 1 in BRR2A proteins from yeast, animals and plants. The asterisk highlights threonine 895, which is altered to an isoleucine in *brr2a*-2. Conserved amino acid residues are highlighted in black. Residues not identical but similar are highlighted in gray.

To confirm that the early flowering phenotype is caused by the disruption of *BRR2a*, an allelism test was performed. Heterozygous *emb1507*-4 null mutant plants were used to pollinate homozygous *brr2a*-2 plants. All F1 plants with the *emb1507*-4 allele but none of the plants without it displayed the *brr2a*-2 phenotype, establishing that the mutant BRR2a protein caused the *cäö* mutant phenotype. Considering the recessive nature of the *brr2a*-2 mutant, these data suggest that *brr2a*-2 is a hypomorphic rather than a neomorphic allele and that the *cäö* phenotype is caused by reduced activity of BRR2a.

### BRR2a is a highly conserved protein

BRR2 sequences from different eukaryotes including yeast, metazoa, protozoa and plants were aligned and a phylogenetic tree was constructed (S4 Fig). Arabidopsis *BRR2a* has two paralogues, *BRR2b* (*At2g42270*) and *BRR2c* (*At5g61140*). *BRR2a* and *BRR2b* result from a recent gene duplication and are part of a clade with members in all green plants. In contrast, BRR2c belongs to a minor clade with only one protein from the fern *Selaginella* and one yeast protein. Furthermore, BRR2a shares 82% identity and 91% similarity with BRR2b but only 40% identity and 59% similarity with BRR2c (S1 Table). Although BRR2a and BRR2b are conserved, the obvious phenotype of the *brr2a* mutant indicates that the genes do not have redundant functions.

Data in the Arabidopsis eFP Browser [38] show that *BRR2* genes are expressed in most tissues at variable levels (S5 Fig), with *BRR2a* having the highest transcript levels. *BRR2c* was expressed considerably less than *BRR2a*, and *BRR2b* was expressed lowest of the three *BRR2* homologues in most tissues. It is likely that the high expression of *BRR2a* accounts for the strong phenotypes of *brr2a* mutants.

### *FLC* expression levels are altered in *brr2a*-2

FLC is a MADS-box DNA binding protein and a major repressor of flowering time in Arabidopsis [39, 40]. Many early flowering Arabidopsis mutants have reduced *FLC* expression whereas many late flowering mutants have increased *FLC* expression. We tested for possible changes of *FLC* transcript levels in 15 days old seedlings grown under SD conditions. Col plants containing an active *FRIGIDA* (*FRI*) allele, which express high levels of *FLC*, were included as control. As reported before, the expression levels of *FLC* were much higher in *FRI* than in Col [41]. In contrast, *FLC* levels were strongly (>95%) reduced in *brr2a*-2 (Fig 4). The *MADS AFFECTING FLOWERING* (*MAF*) genes are homologues of *FLC* and are often similarly regulated [42, 43]. In *brr2a*-2, expression levels of *MAF1* and *MAF4* mRNAs were about 50% reduced and *MAF2*, *MAF3* and *MAF5* mRNA levels were also lower than in WT (Fig 4B and 4C). Together, the results are consistent with the observed *cäö* early flowering phenotype and the effect of *FLC* on flowering time control [39].

**Fig 4:**
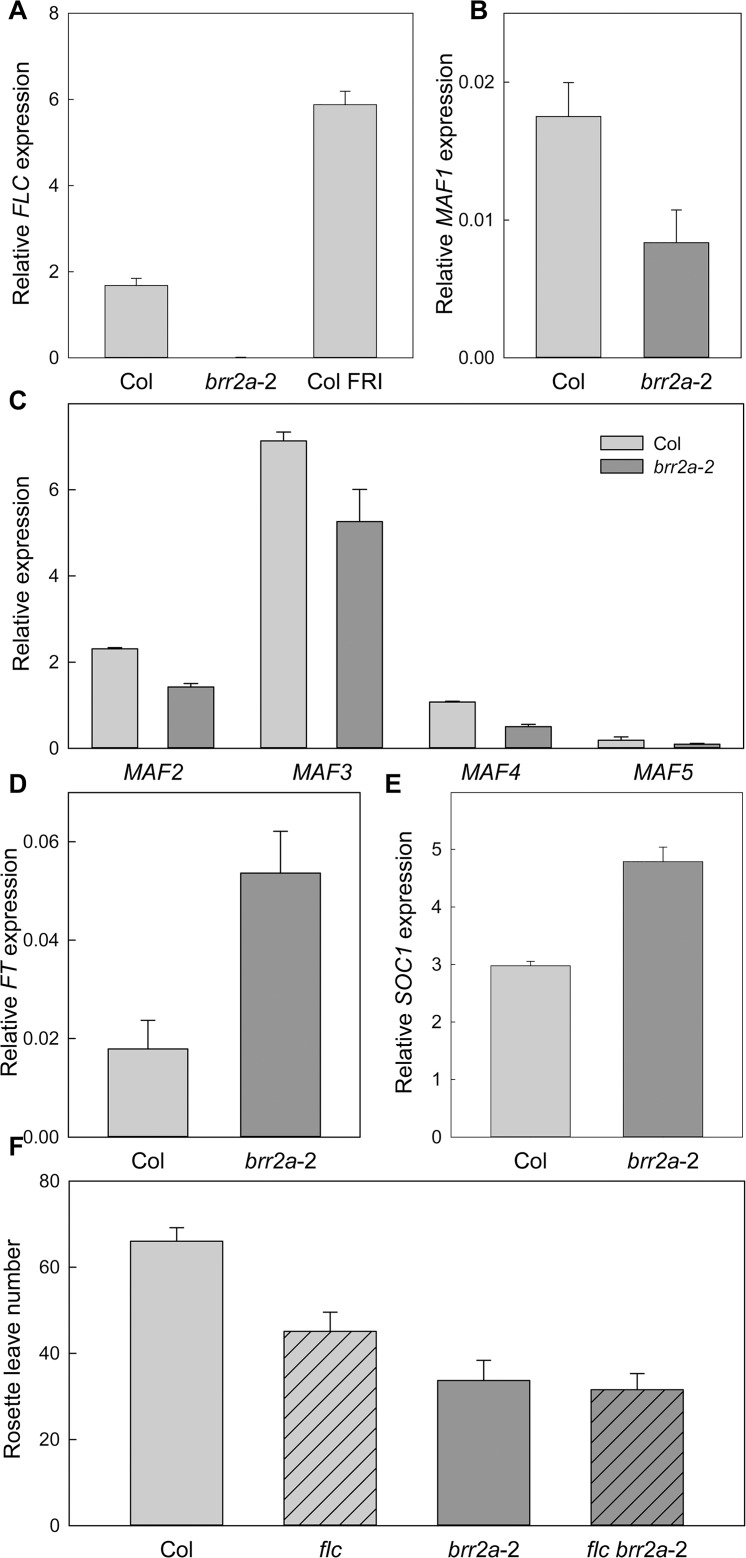
*FLC* transcript levels are altered in *brr2a*-2. (A) Transcript levels of the flowering repressor gene *FLC* in Col, *brr2a*-2 and *FRI*. (B-C) Transcript levels of the *MAF1* (B) and *MAF2*—*MAF5* (C) in Col and *brr2a*-2. (D-E) Transcript levels of the floral integrators *FT* (D) and *SOC1* (E) in Col and *brr2a*-2. Quantitative RT-PCR in (A-E) was performed using RNA from 15 day-old seedlings grown under SD conditions, at *zeitgeber* time (ZT) = 7. Relative expression to *PP2a* is shown as mean ± SE (n = 3). (F) Genetic interaction of *brr2a*-2 and *flc* for flowering time control. Flowering time of Col, *flc*, *brr2a*-2 and *flc brr2a*-2 in number of total rosette leaves under SD. Shown are mean ± SE (n ≥ 14).

### *FT* and *SOC1* expression is increased in *brr2a*-2

*FT* and *SOC1* promote flowering and both are repressed by FLC. We therefore tested if early flowering of *brr2a*-2 was associated with increased *FT* and *SOC1* expression. The expression of *FT* was nearly three times higher in *brr2a*-2 than in Col (Fig 4D) and *SOC1* had significantly increased expression as well (Fig 4E). These results are consistent with the decreased *FLC* levels in *brr2a*-2 and indicates that early flowering is caused by increased expression of *FT* and *SOC1* that have been released from the repression by FLC.

We tested genetically whether *brr2a*-2 accelerates flowering via *FLC* by measuring flowering time of the double *brr2a*-2 *flc* mutant (Fig 4F). Consistent with earlier reports, *flc* flowered earlier than Col. The *brr2a*-2 mutant flowered even earlier than *flc*, possibly because of reduced expression of other floral repressors such as the *MAF* genes. Importantly, the *brr2a*-2 *flc* double mutant did not show further acceleration of flowering revealing complete epistasis of *BRR2a* and *FLC*, which is fully consistent with the reduced *FLC* expression as the major cause of accelerated flowering in *brr2a*-2.

### Transcript processing of *FLC* is altered in *brr2a*-2

The reduced *FLC* transcript levels did not correlate with altered transcript levels of major *FLC* activators or repressors (S6 Fig). Splicing of *COOLAIR*, an antisense transcript covering the *FLC* locus [44], contributes to repression of *FLC* transcription and depends on a homolog of the yeast spliceosomal PRP8 protein [30]. *COOLAIR* splicing is strongly disrupted in *brr2a*-2 (S7 Fig) and reduced levels of *COOLAIR* and *FLC* transcripts are consistent with correlated *FLC* and *COOLAIR* production [44]. In contrast to a *prp8* mutant in which defective *COOLAIR* splicing increased *FLC* transcription [30], defective *COOLAIR* splicing in *brr2a*-2 did not increase *FLC* transcript levels. Therefore we tested whether the reduced *FLC* transcript levels in *brr2a*-2 were due to defects in *FLC* transcript splicing. Intron retention (IR) was tested by qPCR for randomly selected *FLC* introns 1, 5 and 6. For all three tested *FLC* introns, IR was about 8-fold higher in *brr2a*-2 than in Col (Fig 5A). These results suggest that the BRR2a-T895I mutation resulted in an unproductive splicing complex that caused IR and reduced accumulation of correctly spliced *FLC* in *brr2a*-2. Incorrectly spliced transcripts are subject to nonsense-mediated decay (NMD) mRNA quality control and have a much higher turnover rate than correctly spliced transcripts [45], which could explain the reduced *FLC* transcript levels.

**Fig 5:**
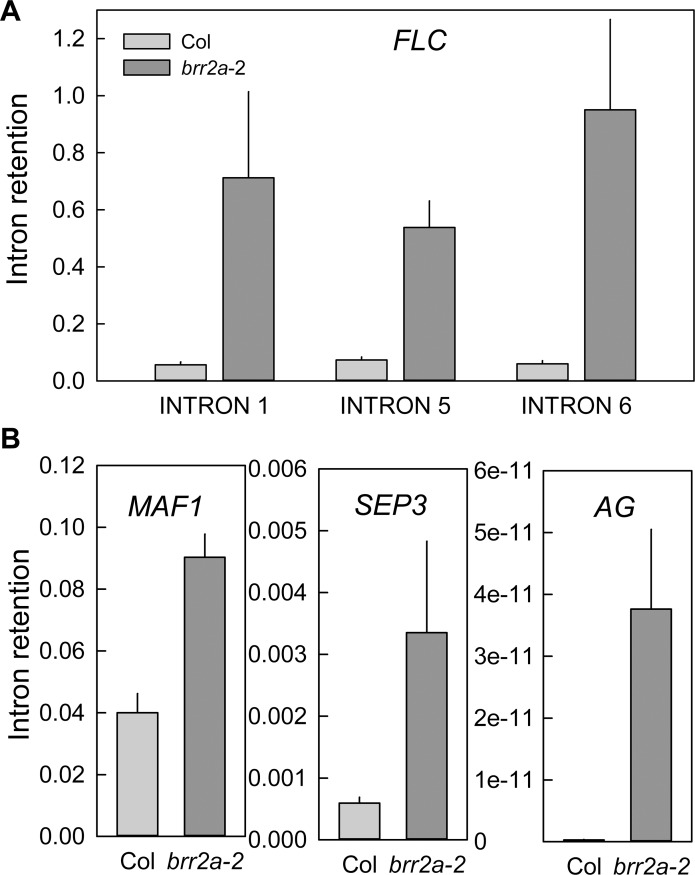
*FLC* splicing efficiency is reduced in *brr2a*-2. Intron retention was calculated as the ratio of unspliced to total (spliced + unspliced) transcripts for three representative *FLC* introns (A) and for intron 1 in *MAF1* and *SEP3*, and intron 2 in *AG* (B) in both Col and *brr2a*-2. For *FLC* and *MAF1*, RNA was extracted from 15 day-old seedlings grown under SD conditions at ZT = 7. For *SEP3* and *AG*, RNA was extracted from inflorescences of LD-grown plants. Results were normalized to *PP2a*; shown are mean ± SE (n = 3). Note the different scales used for each gene showing that that majority of *MAF1*, *SEP3* and *AG* transcripts are correctly spliced even in the *brr2a*-2 mutant.

### BRR2a-T895I affects the splicing efficiency of a small group of introns

The splicing defects of the *FLC* transcript can explain the early flowering phenotype but it was possible that in *brr2a*-2 transcripts of other genes were affected as well. We used PCR assays to test IR in transcripts of the three MADS-box genes *MAF1*, *AG* and *SEP3*, which have a similar intron-exon structure as *FLC*. For each of these genes, retention of the intron corresponding to *FLC* intron 1, which showed strong retention in *brr2a*-2, was tested. Although IR was increased in the transcripts of all three genes (Fig 5B) it never exceeded 10% and was thus much less than for *FLC* of which 90% of the transcripts retained intron sequences, suggesting that not all transcripts depend to the same extent on functional BRR2a for correct processing.

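Transcripts were profiled in the wild type Col and in *brr2a*-2, the mutant that carries the T895I substitution in the RNA helicase BRR2a. Plants were grown in short days with 8 h of light and harvested at an age of 15 days, 1 h before darkness, with 3 libraries per genotype. The paper describes the material as seedlings, whereas the deposited sample labels name rosette leaves. Ribosomal RNA was removed before library construction, so unspliced transcripts and transcripts without a poly(A) tail were also sequenced. The authors trimmed the paired-end reads, aligned them to TAIR10 with tophat and counted them per gene with HTseq on the TAIR10 annotation. They deposited the resulting counts without normalization, in 1 column per library. The text does not name the strand setting of the counting, so reads of genes that overlap on opposite strands cannot be separated here.

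The deposited table holds 28775 genes, of which 24780 had at least 1 count. From these counts, 19121 genes were tested with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts with a minimum count of 10. A gene was called when its p-value after Benjamini-Hochberg adjustment was under 0.05 and its log2 fold change was at least 1 in either direction, which are the thresholds of the paper. The paper tested genes with DESeq2. Before that it corrected for batch effects with RUVseq on 5000 control genes, but its text does not name the number of factors. The model therefore had genotype as its single term, and a RUVg factor was used as an alternative. Genes encoded in the chloroplast took 43.4% ± 1.43 (SD, n = 3) of the gene counts in Col and 43.6% ± 3.18 (SD, n = 3) in *brr2a*-2. The gene with the most counts took between 19.3% and 25.4% of a library. No pair of replicates differed by less than the sampling noise, as the chi-square per gene between replicates lay between 26.1 and 105.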

To investigate other potential splicing defects in *brr2a*-2 we performed an RNA-seq experiment. For each of three wild-type and three mutant libraries between 23 and 40 million reads where generated of which 83–92% could be mapped to the Arabidopsis TAIR10 reference genome. 

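The gene counts of the 3 Col libraries summed to 29830638, 21739180 and 19468030, and those of the 3 *brr2a*-2 libraries to 23184873, 19969590 and 18692830. The paper's S2 Table reports 32769149, 23956774 and 21621461 mapped reads for Col and 25881577, 22035030 and 20963981 for *brr2a*-2. Calculated from that table, mapped reads made up 87.6% ± 4.56 (SD, n = 3) of the raw reads in Col and 88.8% ± 4.30 (SD, n = 3) in *brr2a*-2. All tests used the gene or intron counts, not the mapped reads. Library Col 1 was the deepest in gene counts, and had the lowest share of mapped reads, 82.9%.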

About 90% of the mapped reads were from non-overlapping, annotated genes (S2 Table) and 4% of the mapped reads corresponded to intron sequences. 

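Gene counts made up 90.6% ± 0.510 (SD, n = 3) of the mapped reads of S2 Table in Col and 89.8% ± 0.753 (SD, n = 3) in *brr2a*-2. The intron counts summed to 1065088, 600319 and 561146 in the 3 Col libraries and to 1044438, 848684 and 739835 in the 3 *brr2a*-2 libraries. Relative to mapped reads, intron counts made up 2.78% ± 0.406 (SD, n = 3) in Col and 3.81% ± 0.256 (SD, n = 3) in *brr2a*-2. Relative to gene counts, the share was 3.07% ± 0.436 (SD, n = 3) in Col and 4.24% ± 0.274 (SD, n = 3) in *brr2a*-2, a difference of 1.17 percentage points. The lowest *brr2a*-2 library, at 3.96%, lay above the highest Col library, at 3.57% (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Replacing gene counts by mapped reads in the denominator moved the difference to 1.02 percentage points.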

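Of the 19121 genes tested in Col and *brr2a*-2, none passed both thresholds in edgeR's quasi-likelihood test, and the smallest p-value after Benjamini-Hochberg adjustment was 0.0920. At an unadjusted p under 0.05, 1326 genes were higher and 1428 were lower in *brr2a*-2. The libraries of the genotypes did not overlap for 4022 of the tested genes, which is 21.0% where chance gives 10%. The choice of test moved these counts most. DESeq2, which the paper used, called 244 genes higher and 173 lower on the same counts. With a prior on fold changes it called 201 higher and 120 lower. Of the 279 genes that the paper's S3 Table lists as increased, 277 were tested, 271 had a higher level in *brr2a*-2 and 223 of these had an unadjusted p under 0.05. Their median log2 fold change was 1.57. All 103 genes that the paper's S4 Table lists as decreased were tested and were lower in *brr2a*-2, 102 of them with an unadjusted p under 0.05, and their median log2 fold change was −1.71. Of the genes called by DESeq2 without the prior, 178 of the higher and 89 of the lower genes are in these tables. The paper's tables come from the same libraries, so the shared direction is not independent evidence.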

Analysis of differentially expressed genes (DEG) identified 279 genes with increased and 103 genes with decreased transcript levels (S3 and S4 Tables). 

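*FLC* (AT5G10140), the floral repressor, lies on chromosome 5 of TAIR10.1 from 3173382 to 3179448 on the minus strand. It had 102, 192 and 289 counts in the 3 Col libraries and 14, 4 and 14 in the 3 *brr2a*-2 libraries. Scaled to library size with the TMM factors (CPM), this was 9.09 ± 6.08 CPM (SD, n = 3) in Col and 0.539 ± 0.307 (SD, n = 3) in *brr2a*-2. The log2 fold change of *FLC* was −4.07 with a standard error of 0.71 and an adjusted p of 0.164 in edgeR's quasi-likelihood test. Every *brr2a*-2 library was below every Col library (exact two-sided permutation test, p = 0.1). With each library left out in turn, the log2 fold change of *FLC* stayed between −4.48 and −3.46, and its adjusted p in the quasi-likelihood test lay between 0.0726 and 0.634. In the alternatives that kept all 6 libraries, other than those chosen after the values were seen, the adjusted p ranged from 8.84e-07 with DESeq2 to 0.179 with the replicate number as a block in the quasi-likelihood test. A locus annotated in TAIR10.1, AT5G01675, overlaps *FLC*.

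*SOC1* (AT2G45660), a flowering activator repressed by FLC, lies on chromosome 2 from 18807505 to 18811125. Its level was 11.0 ± 4.77 CPM (SD, n = 3) in Col and 36.0 ± 12.3 (SD, n = 3) in *brr2a*-2. The log2 fold change was 1.71 with a standard error of 0.38 and an adjusted p of 0.184 in edgeR's quasi-likelihood test, and the genotypes did not overlap. Over the alternatives that gave this range for *FLC*, the adjusted p of *SOC1* ran from 0.00165 with DESeq2 to 0.214 in the quasi-likelihood test without TMM. It was 5.49e-09 with DESeq2 with a prior and a RUVg factor, an alternative chosen after the values were seen. *FT* (AT1G65480) had 2, 0 and 0 counts in Col and 5, 0 and 2 in *brr2a*-2, so a difference was not detectable at this depth.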

The gene with the strongest transcript reduction was *FLC* (6.6 fold, p = 2.1E-15) and consistent with the early flowering phenotype, *SOC1* expression was significantly upregulated (3.1 fold, p = 7.7E-10). In addition, the transcript level of the *BRR2a* homolog *BRR2b* was significantly increased (2.8 fold, p = 1.6E-11). Similarly, the gene encoding the predicted splicing factor AtPRP8b, which is thought to function together with BRR2 [34], was upregulated in *brr2a*-2 (3.2 fold, p = 4.3E-08). 

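*BRR2b* (AT2G42270) lies on chromosome 2 of TAIR10.1 from 17604076 to 17611333. Its level was 25.5 ± 4.15 CPM (SD, n = 3) in Col and 82.8 ± 5.47 (SD, n = 3) in *brr2a*-2. This is a log2 fold change of 1.70 with a standard error of 0.18, and the adjusted p from edgeR's quasi-likelihood test was 0.10003, against 4.23e-14 with DESeq2 and a range from 3.3e-14 to 0.151 over the same alternatives as for *FLC*. The log2 fold change stayed between 1.58 and 1.82 with each library left out. The related gene *BRR2a* (AT1G20960) had 139 ± 15.3 CPM (SD, n = 3) in Col and 165 ± 9.83 (SD, n = 3) in *brr2a*-2, a log2 fold change of 0.25 with a standard error of 0.17 and an adjusted p of 0.533 in the quasi-likelihood test, and the libraries of the genotypes overlapped. *BRR2c* (AT5G61140) had a log2 fold change of 0.06 with a standard error of 0.19, and its sign changed when the TMM factors or single libraries were left out. Reads from stretches shared by the *BRR2* paralogs could be split or lost in the authors' counting, and *BRR2b* overlaps AT2G42280, so the level of each copy is uncertain to that extent.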

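*AtPRP8b* (AT4G38780) lies on chromosome 4 of TAIR10.1 from 18101296 to 18111082. It had 3.55 ± 0.996 CPM (SD, n = 3) in Col and 16.3 ± 3.92 (SD, n = 3) in *brr2a*-2, a log2 fold change of 2.19 with a standard error of 0.28 and an adjusted p of 0.154 in edgeR's quasi-likelihood test. The adjusted p was 1.58e-08 with DESeq2, within a range from 1.29e-08 to 0.151 over the same alternatives as for *FLC*, and all 3 *brr2a*-2 libraries were above all 3 Col libraries. Its paralog *AtPRP8a* (AT1G80070), with which it may share reads, had 270 ± 42.9 CPM (SD, n = 3) in Col and 348 ± 28.8 (SD, n = 3) in *brr2a*-2, a log2 fold change of 0.37 with a standard error of 0.20 and an adjusted p of 0.442 in the quasi-likelihood test. *GFA1* (AT1G06220), which encodes another component associated with BRR2 and PRP8, had a log2 fold change of 0.34 with a standard error of 0.18, and the libraries of the genotypes overlapped.

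**Figure D1:**
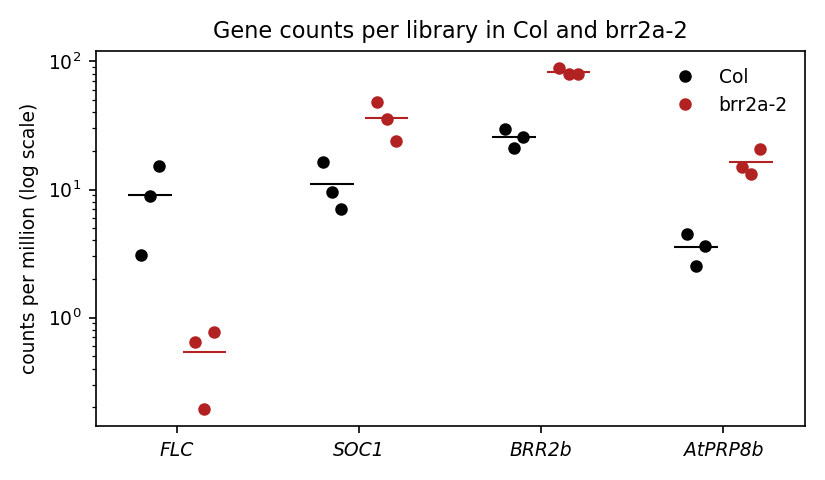
TMM-normalized CPM on a log axis for *FLC*, *SOC1*, *BRR2b* and *AtPRP8b* in the 3 Col libraries (black) and the 3 *brr2a*-2 libraries (red). Each point is a library and each horizontal line the mean of a genotype, and the points of the genotypes do not overlap for any of the 4 genes.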

Upregulation of *BRR2b* and *AtPRP8b* expression could be caused by an autoregulatory loop responding to a reduced function of the BRR2a-T895I mutant protein. It is possible that the upregulation of *BRR2b* and *AtPRP8b* distort stoichiometry in the splicosome and enhance the defects in *brr2a*-2. Among the upregulated DEGs, four gene ontology (GO) categories were significantly overrepresented (p<0.05, S5 Table). 

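The values of the genes behind these categories were taken from the gene counts. The listed genes are among those the paper called higher in these same libraries. Their direction and small p-values are therefore not independent evidence. The enrichment itself was not recalculated, as no annotation of all genes to categories was used here. All 5 genes that S5 Table lists under response to UV-B were higher in *brr2a*-2, 4 of them at an unadjusted p under 0.05, with a median log2 fold change of 1.19. The largest value was that of *BBX31* (AT3G21890), with a log2 fold change of 2.87, a standard error of 0.65 and an adjusted p of 0.191 in edgeR's quasi-likelihood test. All 7 genes listed under response to salicylic acid stimulus were also higher, 5 of them at an unadjusted p under 0.05, with a median of 1.63. The largest was *CCA1* (AT2G46830), which had 5.88 ± 4.04 CPM (SD, n = 3) in Col and 62.0 ± 33.5 (SD, n = 3) in *brr2a*-2, a log2 fold change of 3.40 with a standard error of 0.65 and an adjusted p of 0.173 in the same quasi-likelihood test.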

The GO categories "response to UV-B" and "response to salicylic acid stimulus" are consistent with earlier reports of connections between splicing and stress responsiveness [21]. Also the categories "regulation of transcription, DNA-dependent" and “response to karrikin” were enriched among the upregulated genes. 

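S5 Table lists 36 genes under regulation of transcription, again chosen by their change in these same libraries. In the gene counts, all 36 were higher in *brr2a*-2, 30 of them at an unadjusted p under 0.05 and 26 without overlap between the libraries of the genotypes. Their median log2 fold change was 1.62 and the lowest was 0.48, for *Rap2.6L* (AT5G13330). The largest change was that of *NAC085* (AT5G14490), whose 2, 2 and 0 counts in Col lie at or under a floor of 3 counts. With its 53, 57 and 28 counts in *brr2a*-2, its level there was at least 17.4-fold higher, calculated against the floor. Of the 8 genes listed under response to karrikin, 7 were higher and 6 had an unadjusted p under 0.05, with a median log2 fold change of 1.65. The exception, AT4G37290, had a log2 fold change of −0.88.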

Only one GO category ("proteolysis") was significantly enriched (p = 0.02) among the downregulated genes (S6 Table). 

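All 7 genes that S6 Table lists under proteolysis were lower in *brr2a*-2, each at an unadjusted p under 0.05 and each without overlap between the libraries of the genotypes. Their log2 fold changes lay between −1.73 for AT4G33490 and −1.30 for AT1G09750, with a median of −1.48. The adjusted p-values of these 7 genes from edgeR's quasi-likelihood test lay between 0.164 and 0.235, and the test for enrichment was not repeated. The paper called these genes lower in the same libraries, so their direction and small unadjusted p-values are not independent evidence.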

Next, the transcriptome data were searched for misexpression of genes involved in leaf development. Of 103 genes from GO category GO:0009965 (leaf development) for which transcripts were detected, three were significantly stronger expressed in *brr2a*-2 than in wild type: *TEOSINTE BRANCHED 1*, *CYCLOIDEA*, *AND PCF FAMILY 13* (*TCP13*), *KIPRELATED PROTEIN 6* (*KRP6*) and *KRP1* (S8A Fig). 

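*TCP13* (AT3G02150, chromosome 3 of TAIR10.1 from 390720 to 392767) had 4.94 ± 2.06 CPM (SD, n = 3) in Col and 12.3 ± 4.46 (SD, n = 3) in *brr2a*-2. Its log2 fold change was 1.31, with a standard error of 0.39 and an adjusted p of 0.236 in edgeR's quasi-likelihood test. *KRP6* (AT3G19150, chromosome 3 from 6616330 to 6617951) had 2.04 ± 0.781 CPM (SD, n = 3) in Col and 4.70 ± 1.57 (SD, n = 3) in *brr2a*-2, a log2 fold change of 1.19 with a standard error of 0.38 and an adjusted p of 0.258 in the same quasi-likelihood test. *KRP1* (AT2G23430, chromosome 2 from 9976590 to 9978090) had 8.12 ± 2.74 CPM (SD, n = 3) in Col and 14.0 ± 0.539 (SD, n = 3) in *brr2a*-2, a log2 fold change of 0.79 with a standard error of 0.27 and an adjusted p of 0.278 in the quasi-likelihood test. For each of these 3 genes, every *brr2a*-2 library was above every Col library. With DESeq2, the adjusted p of *TCP13* was 0.0477 in a range from 0.0477 to 0.287, that of *KRP6* was 0.101 in a range from 0.101 to 0.3205, and that of *KRP1* was 0.182 in a range from 0.151 to 0.329, where each range covers the same alternatives as for *FLC*. DESeq2 with a prior and a RUVg factor, chosen after the values were seen, gave adjusted p-values of 0.000228 for *TCP13*, 0.0144 for *KRP6* and 0.0471 for *KRP1*. The full set of leaf development genes was not tested, since the members of that category were not used here.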

Two leaf development genes were less expressed in *brr2a*-2 than in wildtype: *ASYMMETRIC LEAVES 1* (*AS1*) and *TCP24*. 

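*TCP24* (AT1G30210, chromosome 1 of TAIR10.1 from 10627185 to 10630630) had 31.6 ± 3.10 CPM (SD, n = 3) in Col and 20.0 ± 1.33 (SD, n = 3) in *brr2a*-2. The log2 fold change was −0.66 with a standard error of 0.16, the libraries of the genotypes did not overlap, and the adjusted p in edgeR's quasi-likelihood test was 0.200. DESeq2 gave *TCP24* an adjusted p of 0.0233, within a range from 0.0233 to 0.231 over the same alternatives as for *FLC*, and DESeq2 with a prior and a RUVg factor, chosen after the values were seen, gave 0.0169. *AS1* (AT2G37630, chromosome 2 from 15781232 to 15783480) had 47.4 ± 19.7 CPM (SD, n = 3) in Col and 31.9 ± 4.86 (SD, n = 3) in *brr2a*-2, a log2 fold change of −0.57 with a standard error of 0.33 and an adjusted p of 0.463 in the quasi-likelihood test. The difference in *AS1* was within the spread between the Col libraries, which overlapped with those of *brr2a*-2. *AS1* overlaps AT2G37620, so part of its counts depends on how the authors assigned reads to overlapping genes.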

Reduced expression of both *TCP24* and *AS1* is consistent with earlier reports that TCP24 is an activator of *AS1* [46]. Increased expression of *KRP6* or *KRP1* causes reduced leaf size and increased serration [47, 48] and is consistent with the leaf phenotype of *brr2a*-2 plants.

The ASTALAVISTA program suite [49] was used to collate alternative splicing (AS) events in the six libraries (Fig 6). Relative frequencies of AS events in WT were similar to those reported earlier [50]. In *brr2a*-2, almost twice as many AS events were detected than in wild type (Fig 6A). This increased AS frequency was caused mainly by IR and partly by more complex events such as double intron retention (Fig 6A–6C). Exon skipping (ES) as well as use of alternative acceptors or donors did not differ between wild type and mutant. Therefore, we focused on IR events and used DESeq2 [51] with numbers of intron-derived reads to detect differentially retained introns (DRIs). 

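For the same 6 libraries, the authors counted reads on each intron of the first isoform of every gene with HTseq and deposited these counts without normalization. The table holds 117457 introns of 21499 genes, named by the gene and a number, and 100200 of them had at least 1 count. Introns carry fewer reads than genes, and 17214 introns passed the filter on low counts with a minimum count of 10. The paper corrected intron counts for the change in gene expression, but the deposited counts do not include that step. Here the log2 fold change of each gene, estimated from the gene counts with a prior count of 2, was added to the offset of the *brr2a*-2 libraries, so that the log2 fold change of an intron is its change beyond that of its gene. Library sizes and TMM factors were those of the intron table. Each intron was tested with edgeR's quasi-likelihood test and called at the thresholds used for genes.

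The numbers in the intron names run along the chromosome, not along the transcript. On genes of the minus strand, the correlation of intron counts with intron length within genes was 0.42 for numbers along the chromosome and −0.05 for numbers along the transcript. For 897 of the 914 introns in the paper's S7 Table, the listed length is that of the intron numbered along the chromosome, less 1 bp. Intron positions and lengths were therefore read from TAIR10.1 in this order, for the 94.3% of introns whose gene has the same number of introns there.

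On chromosome 3, the intron counts did not follow the counts of the genes that name them. The names are in the order of the gene identifiers, in which 3 genes that start at 2083394 on chromosome 3 and have 25 introns come last. The counts followed the order along the chromosome. The names of 20289 introns, 17.3% of the table, change to another gene between these orders, and 19634 of them are on chromosome 3. Across these introns, the correlation of the log intron count with the log count of the gene was 0.04 for the genes as named and 0.71 for the genes in genome order, where introns are not independent replicates. On the introns that keep their gene it was 0.71. All values below use the names as deposited unless genome order is stated, and genome order is an alternative chosen after the data were seen.

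**Figure D2:**
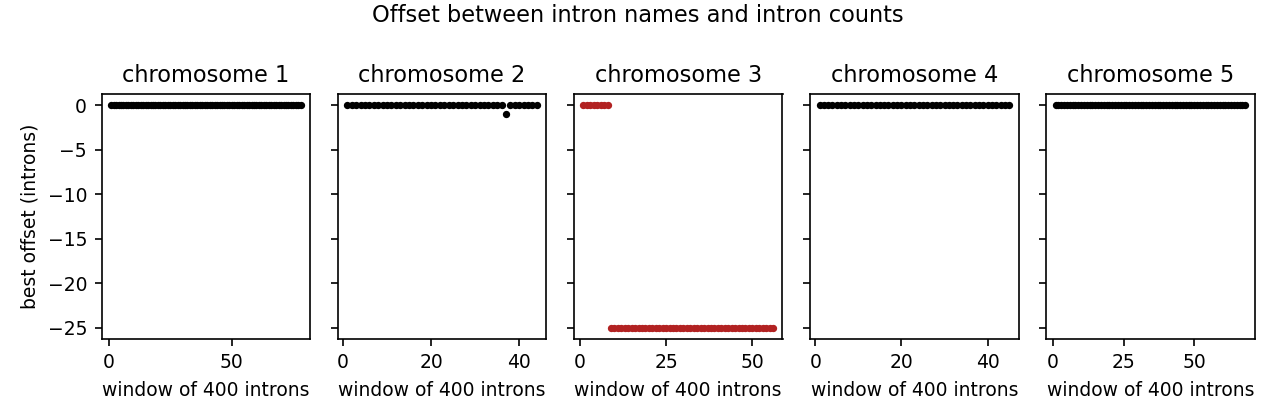
Offset, in introns, at which intron counts correlated best with the counts of the named genes, in windows of 400 introns along the 5 chromosomes. The offset was 0 in 234 of the 235 windows outside chromosome 3, and −25 in 48 of the 56 windows of chromosome 3 (red).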

There were 914 DRIs with significantly increased but only 74 with decreased retention (S7 and S8 Tables). Thus, the BRR2a-T895I mutation causes primarily increased intron retention. 

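With the intron-table scaling and the names as deposited, 33 of the 17214 tested introns had increased and 10 had decreased retention. At an unadjusted p under 0.05, 965 introns were higher and 1160 lower in *brr2a*-2 than their genes. Of the 43 called introns, 38 are on chromosome 3, and all 38 carry names whose gene differs between the order of names and the order along the chromosome. With the counts assigned in genome order, 1 intron was called, with increased retention. This was the last intron of AT4G22890, on chromosome 4 from 12009186 to 12009257, in the 3′ UTR. Its counts were 11, 14 and 3 in Col and 263, 267 and 125 in *brr2a*-2, and its log2 fold change beyond that of the gene was 4.05 with a standard error of 0.52. The adjusted p of this intron was 0.0120 in edgeR's quasi-likelihood test with the names as deposited and 0.0359 in genome order.

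The scaling moved the count of introns with increased retention most, and the likelihood ratio test of edgeR, chosen after the data were seen, moved that of introns with decreased retention most, to 154. With the library sizes and TMM factors of the gene table, the median log2 fold change of all tested introns moved from −0.09 to 0.53, and 671 introns were called with increased and 13 with decreased retention. Increased retention then made up 98.1% of the calls, against 76.7% with the scaling of the intron table. With that scaling and genome order together, 69 introns had increased and 0 decreased retention, with 69 at an unadjusted p under 0.05 among the lower introns. DESeq2 called 80 increased and 50 decreased introns.

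Of the 914 introns of the paper's S7 Table, which were called in these same libraries, 676 were tested. Their median log2 fold change was 0.78, 637 were higher in *brr2a*-2, and 201 of these had an unadjusted p under 0.05. Of the 74 introns of S8 Table, 71 were tested, with a median of −1.15, and 68 were lower, 49 of them at an unadjusted p under 0.05. With the library sizes of the gene table, the introns of S7 Table had a median of 1.41, with 672 higher and 460 of these at an unadjusted p under 0.05, and those of S8 Table a median of −0.53, with 61 lower and 14 of these at an unadjusted p under 0.05. S7 Table holds 105 and S8 Table 14 introns that change gene in genome order. For those of S7 Table, the median log2 fold change was 1.68 as named, over 83 tested introns, and 0.07 in genome order, over 18 tested introns.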

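Relative to their genes, and with the scaling of the intron table, 44.2% of the tested introns were higher in *brr2a*-2. This scaling sets the typical intron near 0, so a rise shared by most introns does not appear in it. With the library sizes of the gene table, which keep such a rise, 4003 introns were higher and 133 lower at an unadjusted p under 0.05. The paper concludes from the excess of increased over decreased introns that the mutation causes primarily increased retention.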

The low number of retained introns (1.2% of 74’581 introns with available read counts or 0.8% of 117’458 analyzed introns) indicates that only a specific subset of introns is strongly affected in *brr2a*-2. 

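The 33 introns with increased retention are 0.192% of the introns tested here. They are 0.0329% of the introns with at least 1 count and 0.0281% of the introns in the deposited table. Of the 33, 28 carry displaced names. The count was 671 with the library sizes of the gene table, 69 with genome order added and 1 in genome order alone. These shares therefore do not measure how many introns the mutation affects. A total of at least 10 counts over the 6 libraries was reached by 66725 introns. On simulated counts with 200 introns changed by known amounts, the same procedure recovered 36.0% of them with 5 false calls among 17970 introns. With the noise of genes and introns simulated as independent, it recovered 52.5% with 85 false calls among 17887 introns. Of 200 simulated changed genes, 86.5% were recovered with 19 false calls among 19226 genes. The raised genes had a median log2 fold change of 2.00 and the raised introns of 2.00, or 1.94 with independent noise. Noise was drawn without variation shared across the genes of a library. The recovered shares therefore apply to changes of that size, and do not give the power on the real counts.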

RT-PCR assays using independent RNA samples confirmed increased IR in *brr2a*-2 for 10 out of 10 tested genes, suggesting a low false positive rate of detected DRIs (S9 Fig). 

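Intron 1 of *TCP13* lies in the 5′ UTR on chromosome 3 of TAIR10.1 from 391244 to 391496 and is 253 bp long, on a part of the chromosome where the names and counts of introns match. It had 6, 7 and 6 counts in Col and 43, 33 and 10 in *brr2a*-2. After correction for the change in the gene, this was 13.5 ± 4.39 CPM of the intron table (SD, n = 3) in Col and 17.5 ± 8.71 (SD, n = 3) in *brr2a*-2. The log2 fold change beyond the gene was 0.44 with a standard error of 0.52 and an adjusted p of 0.768 in edgeR's quasi-likelihood test, and the libraries of the genotypes overlapped. Without the correction for gene expression, the log2 fold change was 1.73, with an adjusted p of 0.137 in the same quasi-likelihood test.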

Of the leaf development genes with altered expression in *brr2a*-2 (S8A Fig) only intron 1 of *TCP13* was significantly differentially retained (p = 1.1E-02; S8B Fig). 

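Intron 2 of *TCP13*, in the coding region from 392356 to 392447, had 49, 14 and 4 counts in Col and 52, 41 and 18 in *brr2a*-2. Its log2 fold change beyond the gene was −0.78 with a standard error of 0.53 and an adjusted p of 0.586 in edgeR's quasi-likelihood test. The sign changed without the correction, where the log2 fold change was 0.52.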

The weaker retention of the other intron of *TCP13* was not significant (p>0.05). The differentially expressed leaf development genes *KRP1*, *KRP6*, *TRCP24* and *AS1* all contain introns but did not show signs of increased IR in *brr2a*-2 plants (S8B Fig). Thus, it is possible that the leaf development phenotype of *brr2a*-2 *is* related to splicing defects in the *TCP13* transcription factor.

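*KRP1* has 3 introns, and those numbered 3 and 2 along the chromosome (introns 1 and 2 of the transcript) were tested. The first had 16, 16 and 17 counts in Col and 25, 19 and 22 in *brr2a*-2, a log2 fold change beyond the gene of −0.74 with a standard error of 0.40, and the other had a log2 fold change of −0.07 with a standard error of 0.45. Their adjusted p-values in edgeR's quasi-likelihood test were 0.480 and 0.963. The 2 introns of *TCP24* had log2 fold changes of 0.01 (intron 1 of the transcript, standard error 0.42) and −0.15 (intron 2, standard error 0.37). The single intron of *AS1*, in the 5′ UTR, had a log2 fold change of −0.52 with a standard error of 0.43. The libraries of the genotypes overlapped for each of these introns. For several of them, the sign depended on the scaling or on the correction for gene expression. With the library sizes of the gene table, the log2 fold changes were 0.55 for intron 2 of *KRP1* (intron AT2G23430.2), 0.48 for intron 2 of *TCP24* (intron AT1G30210.1) and 0.10 for that of *AS1* (intron AT2G37630.1), with adjusted p-values of 0.456, 0.477 and 0.912 in the quasi-likelihood test. In the deposited table, the 3 introns named for *KRP6* hold 0 counts in every library. They belong to the stretch of chromosome 3 with displaced names. In genome order, intron 3 of the *KRP6* transcript had 22, 3 and 2 counts in Col and 20, 33 and 13 in *brr2a*-2, a log2 fold change beyond the gene of −0.08 with a standard error of 0.57.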

It was possible that certain genes depend critically on BRR2a for splicing of several introns. However, although the genes with DRIs contain on average six introns, for most of them only a single intron was significantly retained (Fig 6D). Thus, intron retention in *brr2a*-2 appears to be intron-specific rather than a gene or transcript property.

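The 33 introns with increased retention belong to 20 genes, which have 7.20 introns on average. In 14 of these genes (70.0%), 1 intron was called. When the same number of introns was drawn at random from the tested introns, the median share of genes with a single drawn intron was 100%, and the lowest of 10000 draws was 90.0% (permutation draws, two-sided p = 0.0002, the smallest they can give). Draws within bins of mean intron count gave the same bounds. All introns named for a gene share its correction for gene expression, so an error in it moves them together. Of the 33 introns, 28 are on chromosome 3 with displaced names, and were corrected by the change of another gene. Random draws do not share this, so they cannot decide whether retention is a property of the gene. Among the 13 genes with calls and at least 2 tested introns, the share was 53.8%. With the library sizes of the gene table, 408 of 514 genes (79.4%) had a single called intron, against a random median of 95.5%. Without Col replicate 2, 5 introns of 5 genes were called, a share of 100%. In the paper's S7 Table, 362 of 530 genes (68.3%) are listed with a single intron, and these 530 genes have 8.03 introns on average in the deposited table.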

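The share of genes with a single called intron depends on how many introns of a gene could be tested, and on which names the counts carry. With genome order and the library sizes of the gene table together, 57 of 63 genes (90.5%) had a single called intron, against a random median of 100% and a lowest random share of 93.8%. From the predominance of single retained introns in genes with several introns, the paper proposes that retention is a property of the intron.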

**Fig 6:**
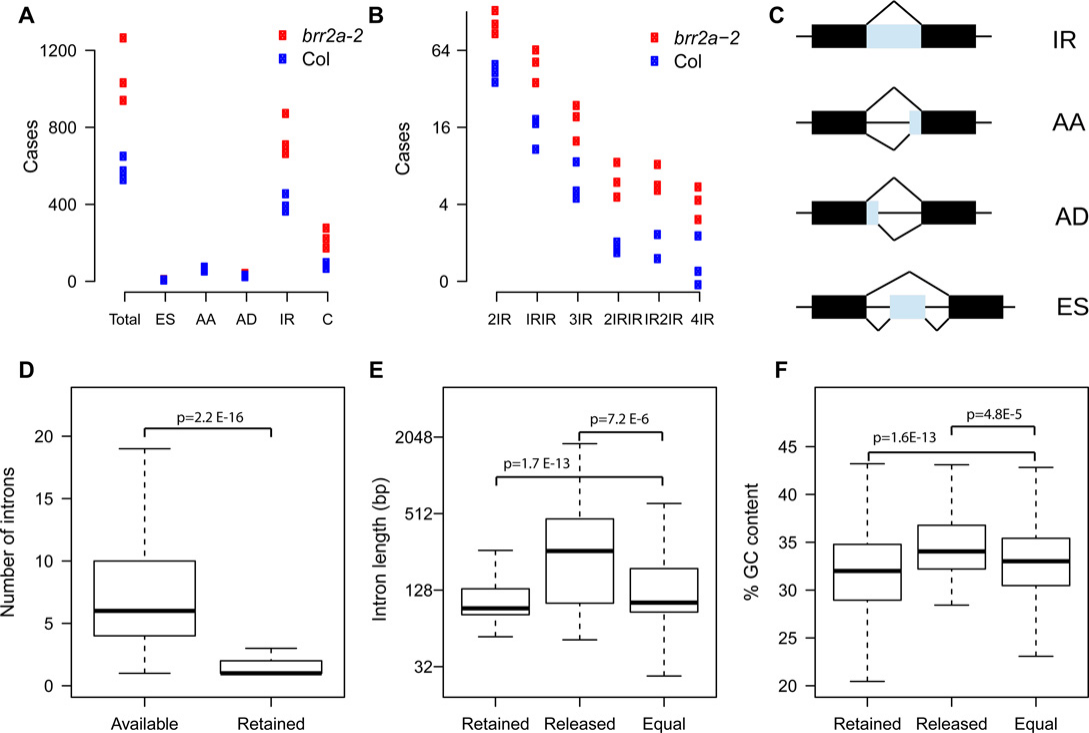
Intron retention in *brr2a*-2. (A) Number of alternative splicing events (AS) based on three biological replicates each of Col and *brr2a*-2. ES, exon skipping; AA, alternative acceptor site; AD, alternative donor site; IR, intron retention; C, complex, a combination of one or several of ES, AA, AD or IR. The increased number of AS events in *brr2-a* is mainly due to increased intron retention. (B) Number of complex alternative splicing events. 2IR, two intron retention events in the same transcript; IRIR, either one of two different introns is retained; 3IR, three intron retention events in the same transcript; 2IRIR, either a pair of introns or a more 3' located single intron is retained; IR2IR, either a single intron or a more 3' located pair of introns is retained; 4IR, four intron retention events in the same transcript. For (A) and (B), AS events were quantified from RNA-seq data using ASTALAVISTA [49]. The complex AS events observed in *brr2a*-2 are mainly combinations of IR events. (C) Schematic representation of basic AS events. (D) Total intron number per transcript with detected IR (left) and number of retained introns per transcript with detected IR (right). Whereas transcripts with detected IR have on average 6 transcripts, only one or two of those are retained, suggesting that IR is mostly an intron and not a transcript property. (E) Length of introns with increased retention in *brr2a*-2 (“retained”), with decreased retention (“released”) and with no change in retention (“equal”). Introns with increased retention are often shorter whereas introns with decreased retention are often longer than unaffected introns. (F) GC content of introns with increased retention in *brr2a*-2 (“retained”), with decreased retention (“released”) and with no change in retention (“equal”). Introns with increased retention have often lower GC content whereas introns with decreased retention have often higher GC content than unaffected introns. P-values are from one-sided t-tests.

It was possible that DRIs are characterized by specific sequence signatures. We used the R package motifRG to test whether DRIs contained enriched motifs using the sequences of unchanged introns as background. However, there were no sequence motifs enriched in DRIs over unchanged introns. Similarly, splice site sequences did not differ between DRIs and unchanged introns (S10 Fig). 

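Splice sites were compared here with a score calculated from TAIR10.1, a measure chosen after the data were seen. Each site was scored against the base frequencies of all introns, with 3 exon bases and 6 intron bases at the donor and 15 intron bases at the acceptor, and 10 comparisons were made. For the introns of the paper's S7 Table, the mean donor score was 7.40 ± 1.94 (SD, n = 884 introns), against 7.00 ± 2.18 (SD, n = 15510) in unchanged introns, a difference of 0.399 (permutation test, two-sided, p = 1e-05, the smallest that the resamples can give, and 0.0001 after Benjamini-Hochberg adjustment). Their acceptor scores differed by −0.0564 (permutation test, p = 0.600). For the 30 introns with increased retention called with the intron-table scaling that have a sequence in the annotation, the donor score was higher by 0.841 (permutation test, p = 0.0353, and 0.0648 after adjustment). For the 64 introns called in genome order with the library sizes of the gene table, it was higher by 1.12 (permutation test, p = 7e-05, and 0.00035 after adjustment), and the acceptor score differed by −0.374 (permutation test, p = 0.339). For introns with decreased retention, the donor score differed by −1.62 for the 9 introns called here (permutation test, p = 0.0254, and 0.0635 after adjustment) and by −0.626 for S8 Table (permutation test, p = 0.0210, and 0.0635 after adjustment). Their acceptor scores differed by −0.584 (permutation test, p = 0.574) and −0.806 (permutation test, p = 0.0389, and 0.0648 after adjustment), and that of the 30 introns with increased retention by 0.380 (permutation test, p = 0.501). The donor score of these groups differed by less than the spread of single introns, so the distributions overlap widely. Most of the 30 introns with increased retention, and the 9 with decreased retention, have displaced names, so their sites are those of the named introns.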

Next, we tested whether DRIs differ in length from unchanged introns. 

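Intron lengths were read from TAIR10.1 and compared between introns with increased retention in *brr2a*-2 and unchanged introns, which are the tested introns that were not called. Introns are not independent replicates of the plants, so the permutation tests describe these sets of introns. The 30 introns with increased retention that have a length were 180 ± 160 bp long (SD), and the 16379 unchanged introns 257 ± 272 bp (SD), a difference of −76.9 bp (permutation test, two-sided, p = 0.0989). The medians were 93.0 and 146 bp. Of the 33 introns with increased retention, 28 are on chromosome 3, where all called introns have displaced names. Most of these lengths are therefore those of the named introns, not of the introns counted. Against unchanged introns matched on mean intron count, the difference was −160 bp (permutation test, p = 0.0276). Against all introns with at least 1 count, which include many introns too weakly covered to test and have a mean of 166 bp, the difference reversed to 14.4 bp (permutation test, p = 0.630). The calls made with the library sizes of the gene table, 635 introns with a length, had a mean of 130 ± 103 bp (SD) and a difference of −132 bp (permutation test, p = 1e-05). The introns of the paper's S7 Table had a mean of 141 ± 135 bp (SD, n = 894).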

Less efficiently spliced DRIs were significantly shorter than unchanged introns (mean of 140 bp vs. 173 bp; p = 1.7E-13, one-sided t-test) (Fig 6E). Conversely, more efficiently spliced DRIs where significantly longer than unchanged introns (mean of 360 bp vs. 173 bp; p = 7.2E-6, one-sided t-test). In addition to length, DRIs differed also in GC content from unaffected introns (Fig 6F). 

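The 9 introns with decreased retention that have a length were 198 ± 256 bp long (SD), a difference of −59.4 bp from unchanged introns (permutation test, two-sided, p = 0.469). The introns of the paper's S8 Table were 355 ± 355 bp long (SD, n = 64), 94.0 bp longer than the unchanged introns among those tested here (permutation test, p = 0.0118). The sign of the difference therefore depends on which introns are called. All 10 introns with decreased retention are on chromosome 3 and have displaced names, so the lengths are those of the named introns.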

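The GC content of each intron was calculated from its TAIR10.1 sequence, for the introns used in the comparison of lengths. For called introns with displaced names, it is the GC content of the named intron. The 16379 unchanged introns had a mean of 32.8% ± 4.10 (SD). The 9 introns with decreased retention had 31.8% ± 3.63 (SD), a difference of −1.03 percentage points (permutation test, two-sided, p = 0.442). The introns of the paper's S8 Table had 34.4% ± 4.22 (SD, n = 64), which is 1.58 percentage points above unchanged introns (permutation test, p = 0.00228).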

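Introns with increased retention had a mean GC content of 31.6% ± 4.74 (SD, n = 30), a difference of −1.17 percentage points from unchanged introns (permutation test, two-sided, p = 0.117). The difference of medians was −2.04 percentage points (permutation test, p = 0.00964). For the introns of the paper's S7 Table, the difference was −1.13 percentage points (permutation test, p = 1e-05, the smallest that the resamples can give). With the calls made at the library sizes of the gene table it was −0.0412 percentage points (permutation test, p = 0.804).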

Less efficiently spliced DRIs had a significantly lower GC content than unaffected introns (31.8% vs. 32.9%; p = 1.6E-13, one-sided t-test); and more efficiently spliced DRIs had a significantly higher GC content than unaffected introns (35% vs. 32.9%; p = 4.8E-5, one-sided t-test). We also tested an effect of intron folding using but stability of the most likely secondary structure did not differ between retained and spliced introns (see Materials and Methods for details). Thus, the BRR2a-T895I mutation appears to reduce splicing efficiency preferentially of short and GC-poor introns and shifts it to longer, GC-rich introns.

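Where the counts were assigned to introns in genome order and scaled by the library sizes of the gene table, the 64 introns with increased retention and a sequence had a mean length of 100.0 bp, −180 bp from unchanged introns (permutation test, two-sided, p = 0.00159). Their mean GC content was 33.2% ± 4.49 (SD), which lies 0.306 percentage points above that of unchanged introns (permutation test, p = 0.542), so the sign of the difference in GC content was reversed. No intron with decreased retention was called under that setting. From the lengths and GC contents of its own calls, the paper proposes that the mutation shifts splicing efficiency from short and GC-poor to longer and GC-rich introns.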

Because chromatin can affect splicing [52], we tested whether chromatin on DRIs differs from chromatin on other introns. To exclude confounding effects by transcription strength, DRIs were compared to two different control sets: (i) Non-differentially retained introns from the genes that have at least one DRI, and (ii) introns from a set of genes that do not contain DRIs and that have a similar median expression as the genes with DRIs. DRIs did not differ significantly from control introns regarding CHG methylation, CHH methylation, H3 density and H3K9me2 (S11 Fig). In contrast, DRIs had less H3K4me1 and CG methylation (mCG), and more H3K4me3 than control introns (Fig 7). H3K9ac was higher on DRIs than on the non-DRI introns in the same genes but similar to the level on introns of control genes. H3K27me3 and H3K36me3 did not differ between DRIs and non-DRI introns in the same genes but were higher and lower, respectively, on exons and introns of genes with DRIs than on control genes. In addition, exons on genes with DRIs had more H1.1, H1.2, and H3K27me3 and less H3K9ac than exons on control genes. Thus, BRR2a function is most important on genes generally rich in H3K27me3 and H1, and low in H3K36me3 and H3K9ac. It is also most important for splicing of introns with low mCG and H3K4me1, and high H3K4me3. This shows that local chromatin properties can affect the outcome of a mutation in a spliceosomal subunit.

**Fig 7:**
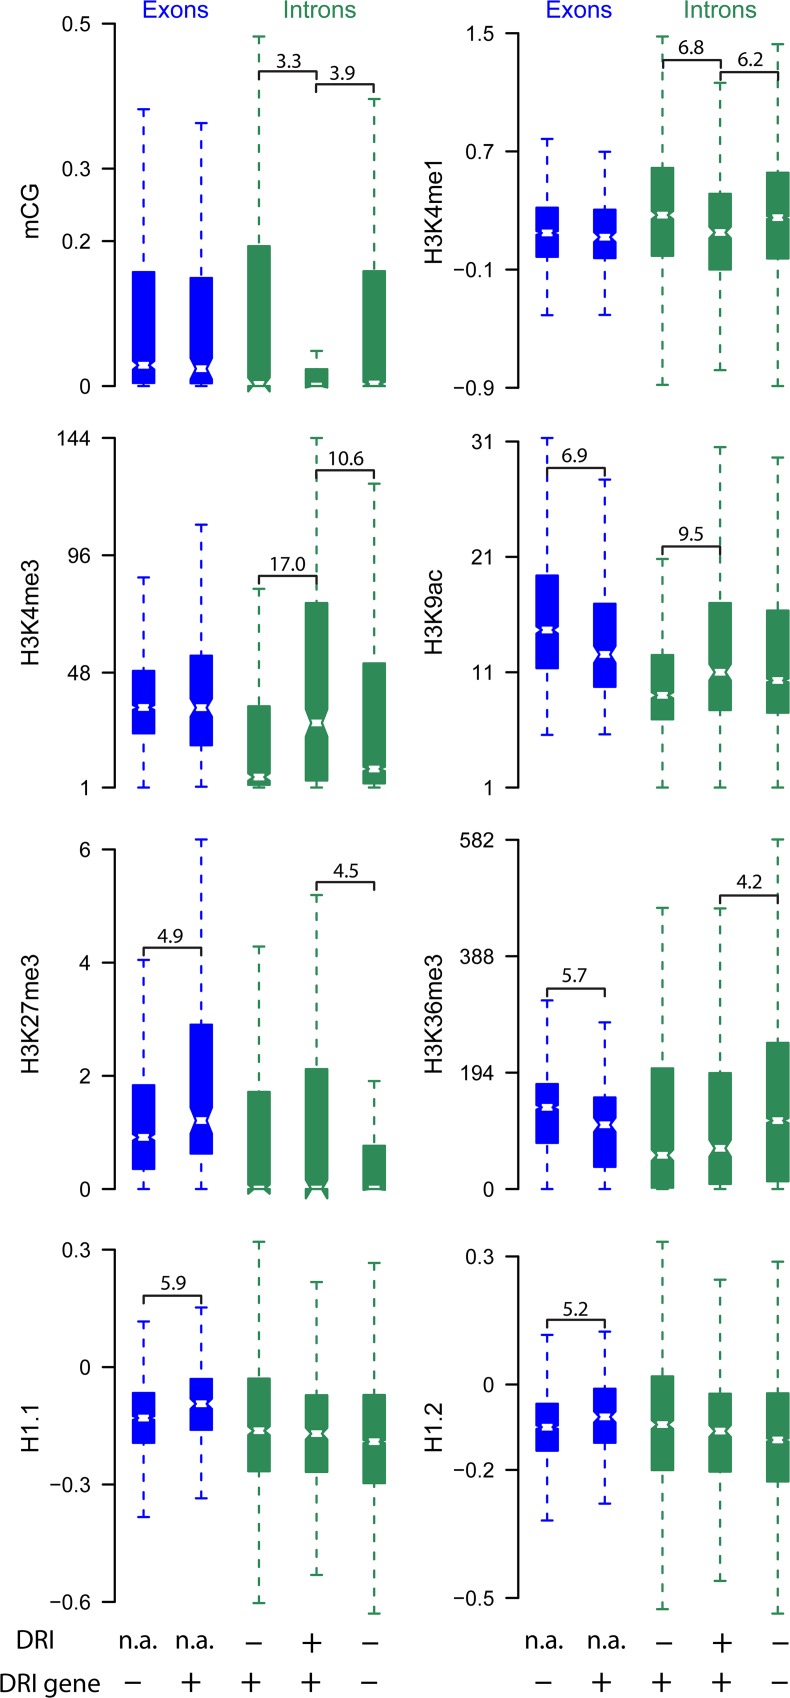
Intron retention in *brr2a*-2 is associated with specific chromatin properties. Box plots show averaged genome-wide bisulfite sequencing and ChIP signals for exons (blue) and introns (green). DRI, differentially retained introns in *brr2a*-2. DRI gene, genes containing at least one differentially retained intron. Thus, the boxes in each plot represent, from left to right, (i) exons from genes that have no DRIs, (ii) exons from genes that have at least one DRI, (iii) normally spliced introns in genes that have at least one DRI, (iv) DRIs, and (v) introns from genes that have no DRIs. Control genes without DRIs were selected to have the same median expression as the DRI genes. Significant differences are indicated; numbers are–log_10_ of p-values from Wilcoxon signed-rank tests.

## Discussion

Yeast and human BRR2 proteins are evolutionary highly conserved spliceosome proteins of about 200 kDa [53, 54]. They belong to the DEAD/DExH-box family of ATP-dependent RNA helicases with two putative RNA helicase domains, each with a highly conserved ATPase motif, followed by a SEC63 domain. Their ATPase and helicase activities are involved in rearrangements necessary for spliceosome activation through the unwinding of U4/U6 snRNP [24]. After the unwinding, BRR2 remains stably associated with the catalytic core of the spliceosome [55] and eventually promotes spliceosome disassembly by unwinding U2/U6 [56]. BRR2 also functions in promoting conformational rearrangements in the spliceosome during the first-to-second-step transition, which aid 3’ splice site positioning and formation of the second-step catalytic center [57]. BRR2 helicase activities are highly regulated to ensure the correct timing of spliceosome activation or disassembly [58]. Regulators of BRR2 functions include Prp8 [59, 60] and the Snu114 GTPase [56].

Here, we identified a new allele of BRR2a containing a T895I mutation, which enabled us to demonstrate that Arabidopsis BRR2a functions in intron splicing. In BRR2a, threonine 895 and its neighboring amino acid sequences are highly conserved and located near the ATPase domain within the first conserved helicase I motif. A crystal structure and structural models for different yeast and human BRR2 helicase regions show a possible reorganization and pairing of these domains during the splicing process [61]. Furthermore, mutagenesis studies in the amino-terminal helicase domain revealed the role of this domain in splicing efficiency [23, 62]. Together, the T895I mutation in *brr2a*-2 likely results in a partial loss of BRR2a function or impairs interaction of BRR2a with other proteins in the spliceosome. Plausible interactors are PRP8 and GAMETOPHYTE FACTOR 1 (GFA-1) [34], which are Arabidopsis homologues of the Brr2p regulatory yeast proteins Prp8 and Snu114 [63], respectively. Indeed, GFA1 interacts with the carboxy-terminal domain of BRR2a and with PRP8a in yeast two-hybrid assays [34] and BRR2a and PRP8a copurify [64]. However, it is not known whether mutation of T895 in the amino-terminal domain affects this interaction. Other BRR2a candidate interactors are homologues of the serine/threonine protein kinase Prp4 and its substrates such as Prp1. These proteins interact biochemically with fission yeast Brr2p. Future experiments will establish whether the T895I mutation affects BRR2a’s ability to interact with other proteins. An alternative explanation for reduced function of BRR2a-T895I could be that the T895I mutation weakens BRR2a interactions with U4/U6, U5 or pre-mRNAs. This appears plausible because *in vivo* UV cross-linking and RNA sequencing have established that budding yeast Brr2p binds not only to the U4/U6 and U5 snRNA but also to pre-mRNAs [57]. It is likely that the polar T895 is surface-exposed, and if a change at this residue reduces BRR2a-RNA interactions, this could also reduce the activity of BRR2a-T895I in the splicing reaction.

In Arabidopsis, the BRR2a-T895I mutation results in early flowering and altered leaf development. Splicing defects in the transcripts of the *TCP13* transcription factor and altered transcript levels of *TCP13*, *TCP24*, *AS1*, *KRP1* and *KRP6* are consistent with the leaf phenotype of *brr2a*-2 plants. KRPs repress cell proliferation by inhibiting cyclin-dependent kinases [65] / Sablowski, 2014 #13362]. Increased expression of *KRP6* or *KRP1* causes reduced leaf size and increased serration [47, 48] consistent with the concomitant upregulation of these genes and altered leaf size and shape in *brr2a*-2. TCPs are major transcriptional regulators that control cell proliferation in leaves (for reviews see [66, 67]). TCPs related to TCP13 (CIN-like TCPs) function highly redudnantly [68]; they promote the arrest of cell division, and overactivation can strongly reduce leaf size and increase serration. Because the CIN-like TCP13 homolog TCP4 is a direct activator or *KIP1* [69], it is possible that increased expression of *TCP13* causes *KRP* upregulation, leading to premature arrest of cell proliferation and reduced leaf size in *brr2a*-2. Retention of *TCP13* intron 1 does not alter transcript coding potential as this intron 1 is located in the 5’ untranslated region; it could, however, affect translation efficiency.

FLC is a major repressor of flowering that functions by repressing *FT* and *SOC1* [39, 40, 70, 71]. Expression and genetic data support the model that reduced *FLC* transcript levels in *brr2a*-2 allow untimely activation of *FT* and *SOC1*, which together cause accelerated flowering. No strong changes in the expression of known regulators of *FLC* were found in *brr2a*-2 but strong defects in *FLC* splicing efficiency were evident from intron retention. Whereas the proportion of intron-containing *FLC* transcripts was increased, total amounts of *FLC* transcripts was decreased in *brr2a*-2. This is similar to the *pep-4* mutant [72] and possibly a consequence of RNA quality surveillance such as NMD, a co-transcriptional quality control pathway that degrades aberrant transcripts [45]. In addition to the NMD pathway, other RNA quality pathways operate in the nucleus and degrade transcripts with delayed processing independent of the presence of stop codons [73]. Although a functional correlation between transcription and transcript processing was previously reported in yeast and mammals [74], it remains unknown to what extent RNA quality pathways can feed back to repress transcription.

Complete loss of Arabidopsis BRR2a function is embryo lethal [33], and the phenotype of the *cäö* mutant suggests that *brr2a*-2 is a hypomorphic allele and that BRR2a-T895I has reduced function. The pleiotropic morphological defects of *brr2a*-2 plants revealed that full BRR2a function is needed in flowering control and also other developmental programs. The developmental role of BRR2a is consistent with previous reports of requirements for spliceosome components in animal and plants development [34, 75–79]. In cases of embryo lethality hypomorphic alleles such as *brr2a*-2 constitute unique and powerful resources to analyse gene functions during postembryonic life. The restricted phenotypic changes of *brr2a*-2 plants are also consistent with the result that splicing of only a group of introns was affected. Thus, introns differ in their dependency on BRR2a activity, and *FLC* is particularly sensitive to the BRR2a-T895I mutation. Our discovery of the *cäö* mutant has revealed that mutations in different spliceosome proteins can affect distinct sets of introns. We have shown that *FLC* splicing is greatly reduced in *brr2a*-2 while a recent study showed that *FLC* splicing was normal in a *prp8* mutant [30].

Genome-wide sequencing data indicate that retained introns often came from genes with a high-H3K27me3-low-H3K36me3 signature. Retained introns differed also in their local chromatin composition and had more H3K4me3, less H3K4me1 and less mCG than control introns. In addition, splicing efficiency in *brr2a*-2 plants was often shifted from short, GC-poor to long, GC-rich introns. However, the case of *FLC* shows that even long introns can have splicing defects in *brr2a*-2. In addition, not all short introns were retained in *brr2a*-2 consistent with a combined effect of intron length, chromatin features and maybe other properties. This notion is supported by the observation that *FLC*, which contains a retained long intron, has the high-H3K27me3-low-H3K36me3 signature. Similar to other retained introns, intron 1 of *FLC* has low H3K4me1. Only 0.3%, 31.6% and 14.1% of all introns have higher H3K27me3, lower H3K36me3 or lower H3K4me1, respectively, than intron 1 of *FLC*. In contrast, H3K4me3 and mCG on *FLC* intron 1 were close to the average of all introns.

Our finding that retained introns have particular chromatin signatures is consistent with recent reports about effects of chromatin on splicing in animals (for review see [52, 80]. Although the underlying mechanisms are poorly understood, two main models have been developed: (i) In the kinetic coupling model, local chromatin affects the rate of RNA Polymerase II (Pol II) elongation. Slow elongation or pausing favors weak splice sites while fast elongation misses weak sites and favors downstream strong sites. (ii) In the recruitment coupling model, chromatin-binding adaptor proteins recruit specific splicing regulators to define splicing outcome [52, 80]. Alternative splicing of the human fibroblast growth factor receptor 2 (*FGFR2*), for instance, is mediated by H3K36me3-based recruitment of the polypyrimidine tract–binding protein splicing factor [81]. Notably, one of the alternative spliced states of human *FGFR2* shares the high-H3K27me3-low-H3K36me3 chromatin signature of Arabidopsis genes with IR in *brr2a*-2 [81]. More recently, alternative splicing of *FGFR2* was found to be affected by a long non-coding antisense RNA that recruits Polycomb-group proteins and the H3K36 histone demethylase KDM2 to establish a high-H3K27me3-low-H3K36me3 chromatin signature [82]. We note that also at Arabidopsis *FLC*, a long antisense RNA affects H3K36me3 to establish a high-H3K27me3-low-H3K36me3 chromatin signature [83]. Future work needs to address whether regulation of *FLC* and *FGFR2* splicing share a common mechanistic basis. In addition to histone modifications, also DNA methylation is associated with splicing [84]. In mammals, introns often have lower mCG than exons, and recruitment of CCCTC-binding factor and methyl-CpG binding protein 2 to mCG can affect splicing by modulating Pol II elongation rates [84]. In maize, it has been proposed that CHG methylation at splice acceptor sites may inhibit RNA splicing [85] and loss of DNA methylation at a splice acceptor site in the oil palm *DEFICIENS* gene was associated with splicing defects in somaclonal variation [86]. It is not known whether mCG affects splicing in Arabidopsis but our results suggest a mechanistic link between mCG and IR.

Despite the similarities between chromatin features found related to splicing outcomes, ES is the most prevalent alternative splicing event in mammals and IR is most prevalent in plants. Therefore, more work is needed to establish whether the mechanisms that couple local chromatin properties to splicing are shared or differ between animals and plants.

In summary, our suppressor mutant screen for accelerated flowering led to the discovery of the early flowering *brr2a*-2 mutant. Our data suggest a model in which BRR2a functions in the spliceosome with the T895I missense mutation leading to reduced splicing efficiency for transcripts of a selected group of genes, most importantly *FLC*. Reduced *FLC* expression allows unscheduled transcription of *FT* and *SOC1* to accelerate flowering. Together, our work establishes correct splicing as an important mechanism for flowering time control and uncovers a complex relation between chromatin features and splicing outcomes in Arabidopsis.

## Materials and Methods

### Plant material and growth conditions

The *Arabidopsis thaliana* wild-type and T-DNA insertion lines were in the Columbia-0 (Col) background. *FRI* in Col [87], *msi1-tap1* and *flc*-6 [7] were described before; *emb1507*-4 (NASC ID: N16092) was obtained from the Nottingham Arabidopsis Seed Stock Centre. The EMS-mutated allele *cäö* in the *msi1-tap1* background was isolated in a mutant screen that was described before [31]. For further characterization, *cäö* in the *msi1-tap1* background was backcrossed into Col. Seeds were sown on 0.5× basal salts Murashige and Skoog (MS) medium (Duchefa, Haarlem, The Netherlands), stratified at 4°C for 2–3 day, and allowed to germinate in growth chambers at 20°C for 10 days under LD (16 h light) or SD (8 h light) photoperiods. Plantlets were planted in soil and grown in growth chambers under the same conditions.

Flower buds were emasculated at anthesis and the non-pollinated pistils were collected 2–4 days after emasculation. The samples were fixed with ethanol-acetic acid (9:1), washed for 10 min in 90% ethanol, 10 min in 70% ethanol and cleared over-night in a chloralhydrate solution (66.7% chloralhydrate (m/m), 8.3% glycerol (m/m)). Ovules were observed under differential interference contrast (DIC) optics using a Zeiss Axioplan microscope (Zeiss, Jena, Germany). Images were recorded using DFC295 Leica camera (Leica, Wetzlar, Germany).

### Mapping by Illumina deep-sequencing

A mapping population was established by crossing *cäö* with the polymorphic ecotype L*er*, and total genomic DNA was extracted from 150 F2 plants presenting the mutant phenotype using the Nucleon Phytopure genomic DNA extraction Kit (Amersham Bioscience, Uppsala, Sweden). After library preparation using standard Illumina protocols, the DNA was loaded onto an Illumina Genome sequencer GA IIx and run for 36 cycles. The obtained short reads were mapped against the TAIR10 release of the Arabidopsis genome using Bowtie 2 [88].

Genome-wide SNP positions and pileup information were then collected and filtered as recommended in the Next-generation EMS mutation mapping software [89].

dCAPS primers were designed using dCAPS Finder 2.0 [90] (S9 Table). The amplified fragments from genomic DNA of the wild type Col and mutant *cäö* were digested with *Hpa*I (Fermentas, Helsingborg, Sweden) and loaded on a 2.5% agarose gel. The SNP in *cäö* was further validated by standard Sanger sequencing using primers LH1609: CTTGAAGGAAGATAGTGTAACTCGT and LH1324: CCGAATGTATCAGGTCAGCTCTT primers.

### RNA isolation and RT-qPCR

RNA extraction and reverse transcription were performed as described previously [91] with minor modifications. The DNA-free RNA was reverse-transcribed using a RevertAid First Strand cDNA Synthesis Kit (Fermentas, Helsingborg, Sweden) according to manufacturer’s recommendations. Aliquots of the generated cDNA were used as template for PCR with gene-specific primers (S9 Table). Quantitative PCR was performed using gene-specific primers (S9 Table) and SYBR green (Fermentas, Helsingborg, Sweden) on an IQ5 multicolor Real time PCR thermo cycler (BIO-RAD, PA, USA). qPCR reactions were performed in triplicate; gene expression levels were normalized to a *PP2A* control gene, and results were analyzed as described [92].

### Measuring splicing efficiency

Splicing efficiency was measured as described [30] where a primer in an exon was combined with a primer in a neighboring intron (for the unspliced transcript) or covering the splicing junction (for the spliced transcript). For the location of primers for measuring *COOLAIR* splicing see Fig 3A in [30]. RT− controls were always included to confirm absence of genomic DNA contamination.

### Sequence alignment and phylogenetic analysis

Protein sequences of BRR2a homologues were obtained using PSI-BLAST searches, representative organisms from the different eukaryote kingdoms were selected, and their BRR2 amino acid sequences retrieved from protein databases at NCBI. Amino acid sequences were aligned using ClustalW implemented in MEGA5 [93]. Evolutionary analyses were conducted using MEGA5, and a bootstrap Neighbor-Joining Tree was calculated for 1000 bootstrap trials.

### RNA-seq and bioinformatics analysis

For RNA-seq, RNA was isolated from 15-day-old SD-grown Arabidopsis seedlings harvested at 1 h before darkness using the RNeasy Plant Mini Kit (Qiagen). RNA was treated with DNAse I using TURBO DNA-Free Kit (Ambion) and ribosomal RNA was removed using the Ribo-Zero Magnetic kit Plant leaf (cat# MRZPL116, EpiCentre) starting with 1.5μg total RNA. Sequencing libraries were generated from the rRNA depleted RNA using the ScriptSeq v2 RNA seq library prep kit (cat# SSV21124, EpiCentre). Sequencing was performed at an Illumina HiSeq2000 in 100 bp paired-end mode using v3 sequencing chemistry. FastQC v0.10.1 [94] was used to check read quality followed by removal of 10 bp adapter sequences in all samples with trimmomatic v0.32 [95]. Alignments against the Arabidopsis TAIR10 genome were performed with tophat v2.0.10 [96] using default parameters. *De novo* transcriptome assembly of mapped samples was performed using cufflinks v2.1.1. [97], the resulting gtf transcriptome files were merged using cuffmerge v2.1.1. Splicing events were analyzed with ASTALAVISTA v3.0 [49]. RNAseq gene expression counts were generated with HTseq 0.6.1 [98] using the TAIR10 genome annotation. Before the analysis, samples were subjected to batch effect correction using the R package RUVseq v1.0.0 [99] with the empirical control option set to 5,000 genes. Differential gene expression analyses were performed with the R package DESeq2 v1.6.1 [51] using thresholds of p = 0.05 and fold change = 2 for DEG calling after multiple testing correction according to [100]. Intron counts for the first isoform of Arabidopsis transcripts were generated with HTseq 0.6.1. Intron counts were corrected by gene expression using fold change. Differentially retained introns were selected with the DESeq2 package in R using thresholds of p = 0.05 and fold change = 2 after multiple testing correction according to [100]. Further analysis was performed with custom scripts in R v3.1.2. Gene Ontology analysis was performed using GeneCodis [101]. The hypergeometric statistical test with Bonferroni correction was used with a filter requiring three genes as minimum category population. Data are available at GEO (accession number GSE65287).

Data for chromatin properties were taken from the literature: H1.1 and H1.2, [102]; H3K9me2, [103]; H3K4me1, [104]; H3K4me2 and H3K36me2, [105]; H3K4me3 and H3K9ac, [106]; mCG, mCHG and mCHH, [107]; H3K27me3 [108]; H3 and H3K36me3 [109] (H3K9me2, CG, CHG and CHH: seedlings; H3K4me1, H1.1 and H1.2: 3-weeks-old plants; H3K27me3, H3K9ac, H3K4me3, H3K9ac, H3 and H3K36me3: rosette leaves).

It had been reported that budding yeast Brr2p has a particular role in splicing of highly structured introns [57]. Following the method described in [57] and [110], secondary structures were predicted for intron sequences between branch site (BS) and the 3’ss using RNAfold from the Vienna package [111]. Branch sites were predicted as described in [110]. The free energies of the most stable predicted structure for each intron were compared between DRI and unchanged introns using a Wilcoxon signed-rank test. The difference was not significant (p>0.05).

## Supporting Information

S1 Fig Developmental alterations in *cäö*. (A) Rosette diameter of Col and *cäö* plants. Shown are means ± SE (n ≥ 14). (B) Ovule development in Col, homozygous *cäö*^-/-^ and heterozygous *cäö*^+/-^ at 2, 3 and 4 days after emasculation (DAE). Shown are percentage of normally developing ovules (grey) and ovules that lack female gametophyte or are arrested (dark red). Numbers above bars indicate numbers of analyzed ovules.
(PDF) Click here for additional data file.

S2 Fig Genome-wide SNP frequencies in a *cäö* F2 mapping population. (A) SNPs frequencies in sequencing reads were plotted along each chromosome using a bin size of 250 kb. SNPs are caused by reads from the L*er* accession, which was crossed with the *cäö* mutant in Col. A non-recombinant region on the left arm of chromosome 1 with very few L*er* reads is indicated by a brace. Chro., abbreviation for Chromosome. Histograms were generated by the Next-generation mapping tool (Austin et al., 2011 [89]). (B) SNP localization by the Next-Generation Mapping web application. Screenshot of the final stage of region selection and SNP annotation. The sharp delimited peak, at position 7307231 corresponds to the position of a mutation in *AT1G20960*.
(PDF) Click here for additional data file.

S3 Fig Confirmation of the gene mutation by dCAPS and by Sanger sequencing. (A) Gel electrophoretic separation of PCR products (left undigested, right after *Hpa*I digestion). The PCR digestion products were separated by electrophoresis on a 2.5% agarose gel. The mutation in *brr2a*-2 is predicted to inactivate an *Hpa*I recognition site. (B) PCR amplified fragments from Col and *brr2a*-2 genomic DNA were sequenced. Sequences were aligned to Col and *cäö*, and the corresponding amino acids sequences are also listed.
(PDF) Click here for additional data file.

S4 Fig Phylogeny of BRR2 homologues. BRR2 protein sequences of several organisms were aligned and a phylogenetic tree was generated. Branch lengths indicate distances. Numbers on the branch are bootstrap values of confidence in the displayed branches (n = 100). CAA94089.1, AAS78571.1 [*Homo sapiens*] (*Hs*); EAZ28547.1 [*Oryza sativa*] (Os); NP_001116729.1 [*Danio rerio*] (Dr); CAA97301.1, NP_011099.1 [*Saccharomyces_cerevisiae*] (Sc); NP_001185050.1 [*Arabidopsia thaliana*] (BRR2a), NP_181756.1 (BRR2b), NP_200922.2 (BRR2c); NP_648818.3 [*Drosophila melanogaster*] (Dm); NP_796188.2 [*Mus musculus*] (Mm); XP_001757495.1 [*Physcomitrella_patens*] (Pp); XP_002173505.1 [*Schizosaccharomyces japonicus*] (Sc j); XP_002318725.1, XP_002322252.1 [*Populus trichocarpa*] (Pt); XP_002581343.1 [*Schistosoma mansoni*] (Scm); XP_002966396.1, XP_002978166.1, XP_002981317.1 [*Selaginella_moellendorffii*] (Sm); XP_003546783.1, XP_003531516 [*Glycine max*] (Gm); XP_003571468.1 [*Brachypodium distachyon*] (Bd); XP_003595992.1 [*Medicago truncatula*] (Mt); XP_001703610.1 [*Chlamydomonas reinhardtii*] (Cr).
(PDF) Click here for additional data file.

S5 Fig Expression profiles of the Arabidopsis *BRR2* paralogues in different organs. The expression profile of the different *BRR2* paralogues was generated from data in the Arabidopsis eFP Browser (Winter et al., 2007 [38]).
(PDF) Click here for additional data file.

S6 Fig Expression of major *FLC* regulators was not altered in *brr2a*-2. (A) Expression of eight *FLC* repressors. (B) Expression of fifteen *FLC* activators. Quantitative RT-PCR was performed using RNA extracted from 15 day-old seedlings grown under SD conditions at ZT = 7. Relative expression to *PP2a* is shown as mean ± SE (n = 3).
(PDF) Click here for additional data file.

S7 Fig COOLAIR splicing is distorted in *brr2a-2*. (A) Relative splicing of *COOLAIR FLC* antisense RNAs. The three most abundant *COOLAIR* transcripts, class Ii, class Iii and class IIii represent >99% of the total *COOLAIR* (Hornyik et al. 2010 [112]). Abundance of various *COOLAIR* transcripts was analyzed by quantitative RT-PCR using RNA extracted from 15 day-old seedlings grown under LD conditions. Primers were as described by Marquardt et al. 2014 [30]. Abundance relative to *ACTIN2* is shown as mean ± SE (n = 3). (B) Comparison of the splicing efficiency of *COOLAIR* in Col and *brr2a*-2. *COOLAIR* class I was represented by class Ii, class II by class IIi and IIii. Intron retention was computed as (unspliced / (spliced + unspliced)). (C) Comparison of the splicing efficiency of *COOLAIR* in Col and *brr2a*-2 visualized as in (Marquardt et al. 2014 [30]). Splicing ratios (spliced/unspliced) are given normalized to the Col background control.
(PDF) Click here for additional data file.

S8 Fig Expression and intron retention of leaf development genes was altered in *brr2a*-2. (A) Expression of *TEOSINTE BRANCHED 1*, *CYCLOIDEA*, *AND PCF FAMILY 13* (*TCP13*), *KIP-RELATED PROTEIN 6* (*KRP6*), *KRP1*, *TCP24* and *ASYMMETRIC LEAVES 1* (*AS1*) was significantly (p< = 0.05) altered in *brr2a*-2. Expression data are RPKM values from RNA-seq normalized to wild-type levels for each gene. Transcript levels of the remaining 98 leaf development genes (based on GO category GO:0009965) were not significantly altered. (B) Intron 1 of *TCP13* was more retained in *brr2a-2* than in wild type. Shown are RPKM values from RNA-seq normalized to wild-type levels for each intron. Numbers were corrected for changes in transcript amounts to reflect only differential splicing and not transcript abundance. Introns *KRP1*.*I3*, *KRP6*.*I1*, *KRP6*.*I2* and *KRP6*.*I3* did not generate any reads. Values in (A) and (B) are shown as mean ± SE (n = 3).
(PDF) Click here for additional data file.

S9 Fig Confirmation of differentially retained introns. Splicing of 10 genes with increased intron retention in *brr2a*-2 according to the RNA-seq data was analyzed by splicing assays based on quantitative RT-PCR. RNA was extracted from 15 days old Col and *brr2a*-2 seedling grown in LD conditions. Intron retention was analyzed with primers designed to amplify unspliced and spliced transcript, respectively. RNA-seq and qPCR data are compared in a log-log plot. Shown are logarithms of intron retention fold changes (IR FC) between Col and *brr2a*-2. Data points are means of triplicates.
(PDF) Click here for additional data file.

S10 Fig Differentially retained introns in *brr2a*-2 have consensus splice site sequences. The frequency of bases (green, A; blue, C; orange, G; red, T) surrounding the splice sites were calculated and plotted for all (A) and differentially retained introns (B). Sequence logos were created using the SeqLogo R package.
(PDF) Click here for additional data file.

S11 Fig Chromatin properties that do not differ between control introns and introns retained in *brr2a*-2. Box plots show averaged genome-wide bisulfite sequencing and ChIP signals for exons (blue) and introns (green). DRI, differentially retained introns in *brr2a*-2. DRI gene, genes containing at least one differentially retained intron. Thus, the boxes in each plot represent, from left to right, (i) exons from genes that have no DRIs, (ii) exons from genes that have at least one DRI, (iii) normally spliced introns in genes that have at least one DRI, (iv) DRIs, and (v) introns from genes that have no DRIs. Control genes without DRIs were selected to have the same median expression as the DRI genes. No difference is significant (p>0.01) in Wilcoxon signed-rank tests.
(PDF) Click here for additional data file.

S1 Table Amino acid identity (first number) and similarity (second number) between yeast Brr2p and Arabidopsis BRR2 paralogues. (PDF) Click here for additional data file.

S2 Table Sequencing and read mapping details for the RNA-seq experiment. (PDF) Click here for additional data file.

S3 Table Genes with increased transcript levels in *brr2a-2*. (XLSX) Click here for additional data file.

S4 Table Genes with decreased transcript levels in *brr2a-2*. (XLSX) Click here for additional data file.

S5 Table GO categories enriched among genes with decreased transcript levels in *brr2a-2*. (XLSX) Click here for additional data file.

S6 Table GO categories enriched among genes with increased transcript levels in *brr2a-2*. (XLSX) Click here for additional data file.

S7 Table Introns with increased retention in *brr2a-2*. (XLSX) Click here for additional data file.

S8 Table Introns with decreased retention in *brr2a-2*. (XLSX) Click here for additional data file.

S9 Table Lists of primers used. (PDF) Click here for additional data file.

# Supplementary material for: BRR2a Affects Flowering Time via FLC Splicing
**Source:** PLoS Genet. 2016 Apr 21;12(4):e1005924. doi: 10.1371/journal.pgen.1005924
**Supplement:** S1 Fig — (A) Rosette diameter of Col and cäö plants. Shown are means ± SE (n ≥ 14). (B) Ovule development in Col, homozygous cäö-/- and heterozygous cäö+/- at 2, 3 and 4 days after emasculation (DAE). Shown are percentage of normally developing ovules (grey) and ovules that lack female gametophyte or are arrested (dark red). Numbers above bars indicate numbers of analyzed ovules.

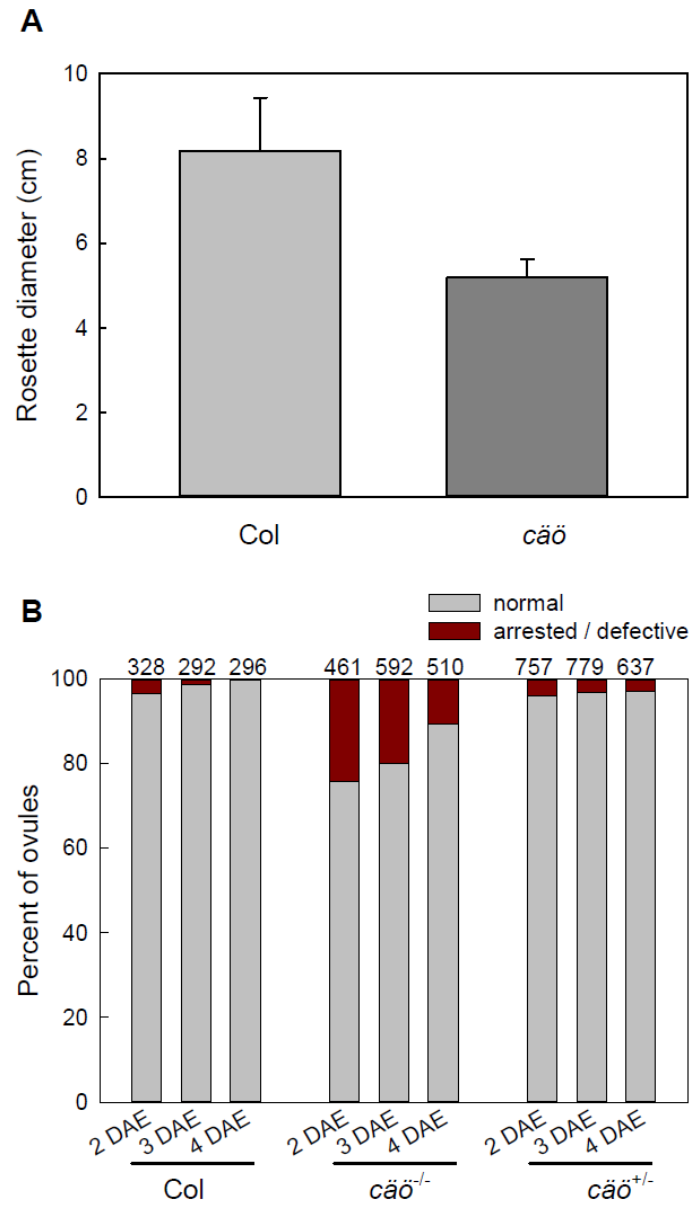

**S1 Figure. Developmental alterations in *cãö*.** (A) Rosette diameter of Col and *cãö* plants. Shown are means  $\pm$  SE ( $n \geq 14$ ). (B) Ovule development in Col, homozygous *cãö*<sup>-/-</sup> and heterozygous *cãö*<sup>+/-</sup> at 2, 3 and 4 days after emasculum (DAE). Shown are percentage of normally developing ovules (grey) and ovules that lack female gametophyte or are arrested (dark red). Numbers above bars indicate numbers of analyzed ovules.

# Supplementary material for: BRR2a Affects Flowering Time via FLC Splicing
**Source:** PLoS Genet. 2016 Apr 21;12(4):e1005924. doi: 10.1371/journal.pgen.1005924
**Supplement:** S3 Fig — (A) Gel electrophoretic separation of PCR products (left undigested, right after HpaI digestion). The PCR digestion products were separated by electrophoresis on a 2.5% agarose gel. The mutation in brr2a-2 is predicted to inactivate an HpaI recognition site. (B) PCR amplified fragments from Col and brr2a-2 genomic DNA were sequenced. Sequences were aligned to Col and cäö, and the corresponding amino acids sequences are also listed.

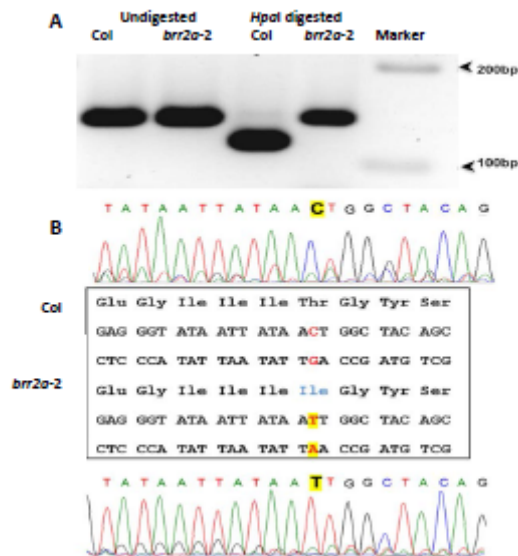

**S3 Figure. Confirmation of the gene mutation by dCAPS and by Sanger sequencing.** (A) Gel electrophoretic separation of PCR products (left undigested, right after *HpaI* digestion). The PCR digestion products were separated by electrophoresis on a 2.5% agarose gel. The mutation in *brr2a-2* is predicted to inactivate an *HpaI* recognition site. (B) PCR amplified fragments from Col and *brr2a-2* genomic DNA were sequenced. Sequences were aligned to Col and *cäö*, and the corresponding amino acids sequences are also listed.

# Supplementary material for: BRR2a Affects Flowering Time via FLC Splicing
**Source:** PLoS Genet. 2016 Apr 21;12(4):e1005924. doi: 10.1371/journal.pgen.1005924
**Supplement:** S4 Fig — BRR2 protein sequences of several organisms were aligned and a phylogenetic tree was generated. Branch lengths indicate distances. Numbers on the branch are bootstrap values of confidence in the displayed branches (n = 100). CAA94089.1, AAS78571.1 [Homo sapiens] (Hs); EAZ28547.1 [Oryza sativa] (Os); NP_001116729.1 [Danio rerio] (Dr); CAA97301.1, NP_011099.1 [Saccharomyces_cerevisiae] (Sc); NP_001185050.1 [Arabidopsia thaliana] (BRR2a), NP_181756.1 (BRR2b), NP_200922.2 (BRR2c); NP_648818.3 [Drosophila melanogaster] (Dm); NP_796188.2 [Mus musculus] (Mm); XP_001757495.1 [Physcomitrella_patens] (Pp); XP_002173505.1 [Schizosaccharomyces japonicus] (Sc j); XP_002318725.1, XP_002322252.1 [Populus trichocarpa] (Pt); XP_002581343.1 [Schistosoma mansoni] (Scm); XP_002966396.1, XP_002978166.1, XP_002981317.1 [Selaginella_moellendorffii] (Sm); XP_003546783.1, XP_003531516 [Glycine max] (Gm); XP_003571468.1 [Brachypodium distachyon] (Bd); XP_003595992.1 [Medicago truncatula] (Mt); XP_001703610.1 [Chlamydomonas reinhardtii] (Cr).

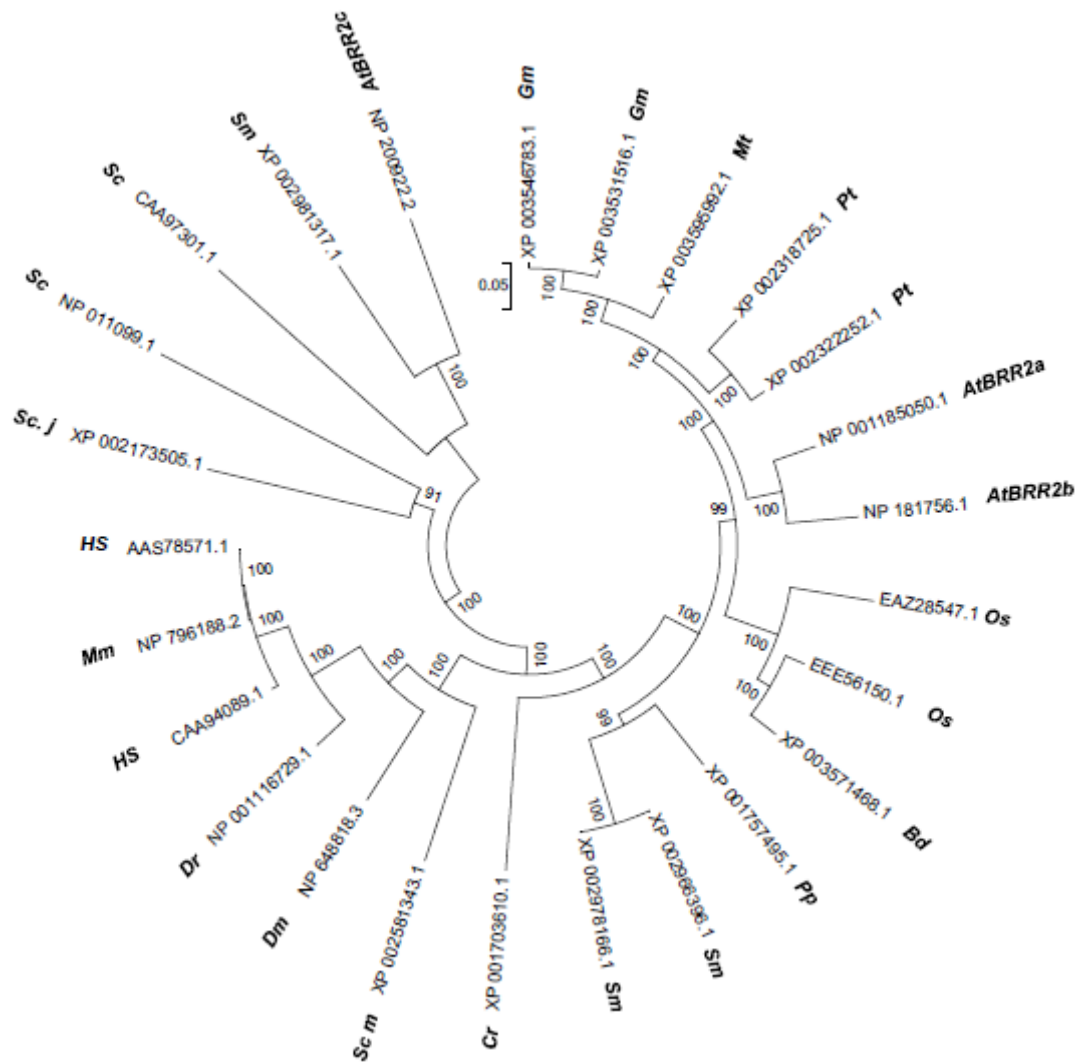

**S4 Figure. Phylogeny of BRR2 homologues.** BRR2 protein sequences of several organisms were aligned and a phylogenetic tree was generated. Branch lengths indicate distances. Numbers on the branch are bootstrap values of confidence in the displayed branches (n=100). CAA94089.1, AAS78571.1 [*Homo sapiens*] (Hs); EAZ28547.1 [*Oryza sativa*] (Os); NP\_001116729.1 [*Danio rerio*] (Dr); CAA97301.1, NP\_011099.1 [*Saccharomyces cerevisiae*] (Sc); NP\_001185050.1 [*Arabidopsis thaliana*] (BRR2a), NP\_181756.1 (BRR2b), NP\_200922.2 (BRR2c); NP\_648818.3 [*Drosophila melanogaster*] (Dm); NP\_796188.2 [*Mus musculus*] (Mm); XP\_001757495.1 [*Physcomitrella patens*] (Pp); XP\_002173505.1 [*Schizosaccharomyces japonicus*] (Sc j); XP\_002318725.1, XP\_002322252.1 [*Populus trichocarpa*] (Pt); XP\_002581343.1 [*Schistosoma mansoni*] (Scm); XP\_002966396.1, XP\_002978166.1, XP\_002981317.1 [*Selaginella moellendorffii*] (Sm); XP\_003546783.1, XP\_003531516 [*Glycine max*] (Gm); XP\_003571468.1 [*Brachypodium distachyon*] (Bd); XP\_003595992.1 [*Medicago truncatula*] (Mt); XP\_001703610.1 [*Chlamydomonas reinhardtii*] (Cr).

# Supplementary material for: BRR2a Affects Flowering Time via FLC Splicing
**Source:** PLoS Genet. 2016 Apr 21;12(4):e1005924. doi: 10.1371/journal.pgen.1005924
**Supplement:** S5 Fig — The expression profile of the different BRR2 paralogues was generated from data in the Arabidopsis eFP Browser (Winter et al., 2007 [38]).

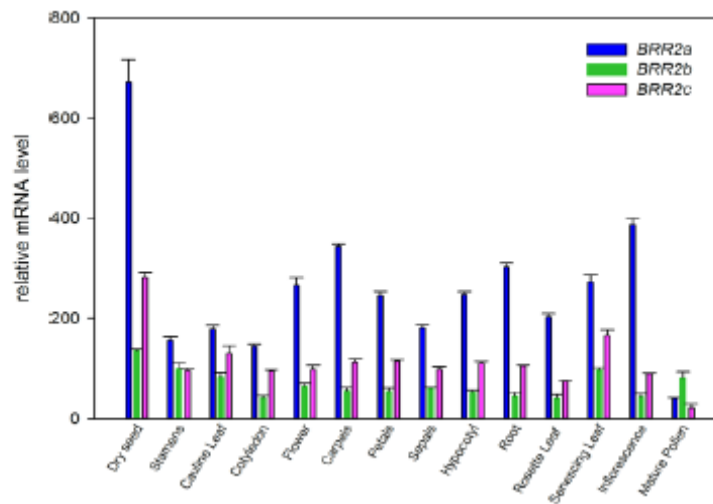

**S5 Figure. Expression profiles of the Arabidopsis *BRR2* paralogs in different organs.** The expression profile of the different *BRR2* paralogs was generated from data in the Arabidopsis eFP Browser (Winter et al., 2007).

Winter, D., Vinegar, B., Nahal, H., Ammar, R., Wilson, G.V. and Provart, N.J. (2007) An "Electronic Fluorescent Pictograph" browser for exploring and analyzing large-scale biological data sets. *PLoS One* 2.

# Supplementary material for: BRR2a Affects Flowering Time via FLC Splicing
**Source:** PLoS Genet. 2016 Apr 21;12(4):e1005924. doi: 10.1371/journal.pgen.1005924
**Supplement:** S6 Fig — (A) Expression of eight FLC repressors. (B) Expression of fifteen FLC activators. Quantitative RT-PCR was performed using RNA extracted from 15 day-old seedlings grown under SD conditions at ZT = 7. Relative expression to PP2a is shown as mean ± SE (n = 3).

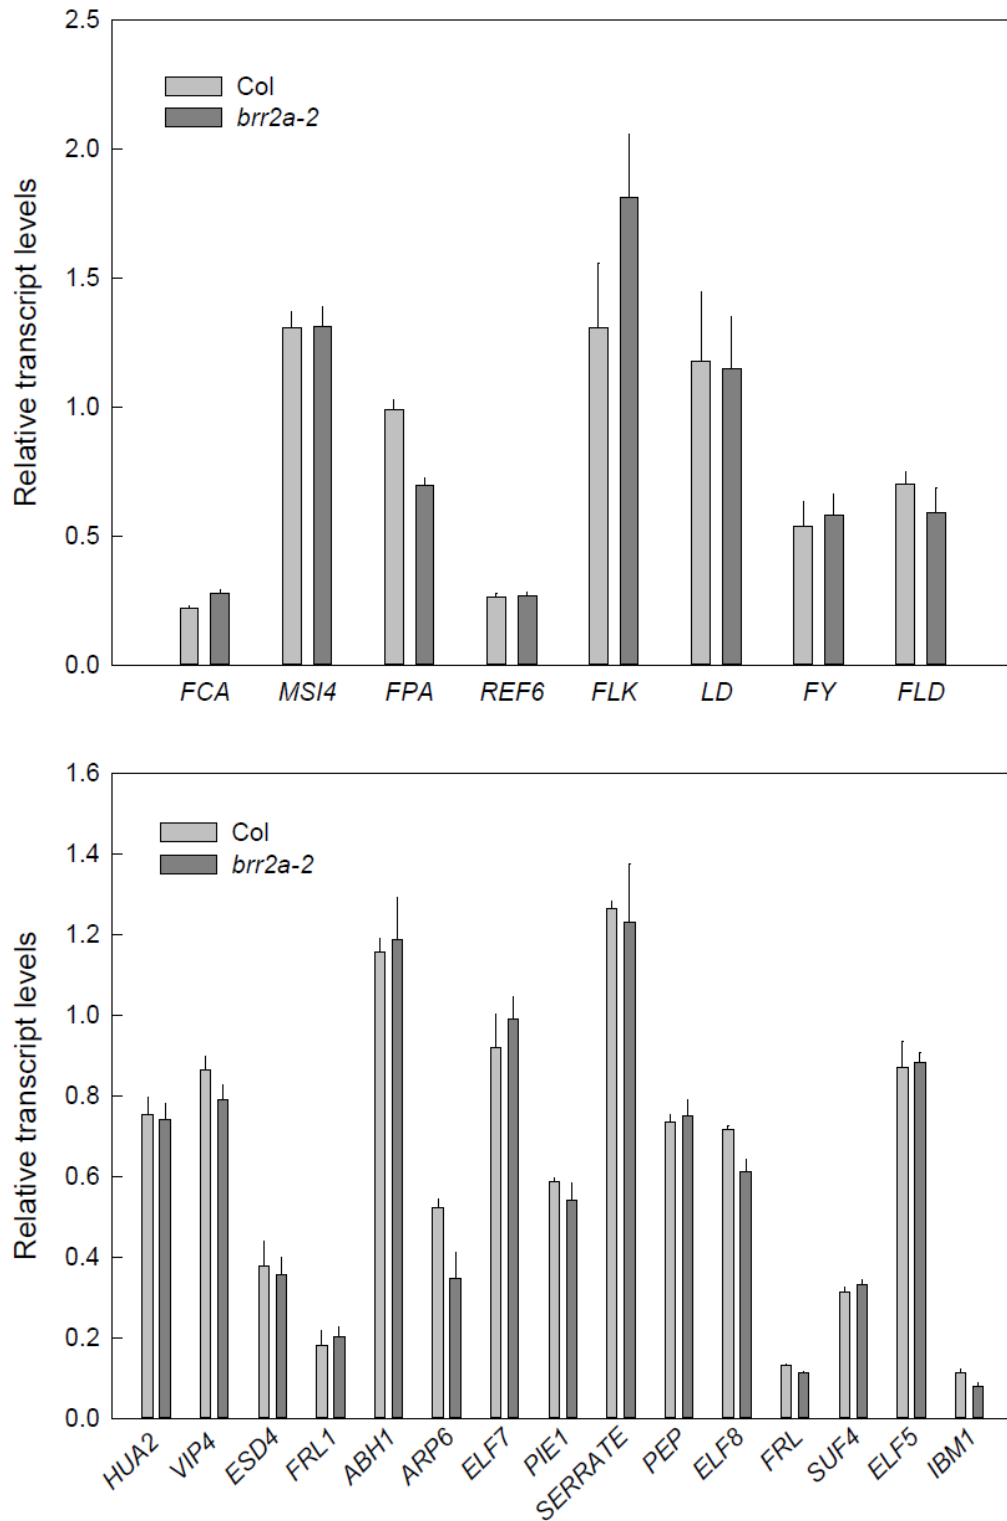

**S6 Figure. Expression of major *FLC* regulators was not altered in *brr2a-2*.** (A) Expression of eight *FLC* repressors. (B) Expression of fifteen *FLC* activators. Quantitative RT-PCR was performed using RNA extracted from 15 day-old seedlings grown under SD conditions at ZT = 7. Relative expression to *PP2a* is shown as mean  $\pm$  SE (n = 3).

# Supplementary material for: BRR2a Affects Flowering Time via FLC Splicing
**Source:** PLoS Genet. 2016 Apr 21;12(4):e1005924. doi: 10.1371/journal.pgen.1005924
**Supplement:** S7 Fig — (A) Relative splicing of COOLAIR FLC antisense RNAs. The three most abundant COOLAIR transcripts, class Ii, class Iii and class IIii represent >99% of the total COOLAIR (Hornyik et al. 2010 [112]). Abundance of various COOLAIR transcripts was analyzed by quantitative RT-PCR using RNA extracted from 15 day-old seedlings grown under LD conditions. Primers were as described by Marquardt et al. 2014 [30]. Abundance relative to ACTIN2 is shown as mean ± SE (n = 3). (B) Comparison of the splicing efficiency of COOLAIR in Col and brr2a-2. COOLAIR class I was represented by class Ii, class II by class IIi and IIii. Intron retention was computed as (unspliced / (spliced + unspliced)). (C) Comparison of the splicing efficiency of COOLAIR in Col and brr2a-2 visualized as in (Marquardt et al. 2014 [30]). Splicing ratios (spliced/unspliced) are given normalized to the Col background control.

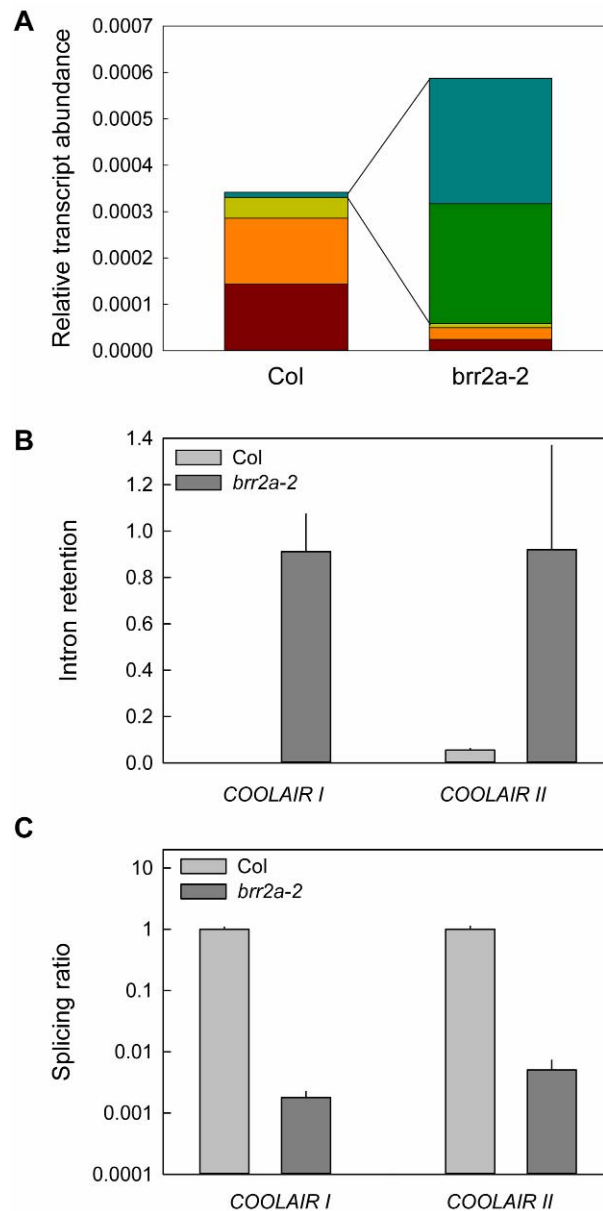

**S7 Figure. COOLAIR splicing is distorted in *brr2a-2*.** (A) Relative splicing of *COOLAIR FLC* antisense RNAs. The three most abundant *COOLAIR* transcripts, class Ii, class Iii and class Iii represent >99% of the total *COOLAIR* (Hornyik et al. 2010). Abundance of various *COOLAIR* transcripts was analyzed by quantitative RT-PCR using RNA extracted from 15 day-old seedlings grown under LD conditions. Primers were as described by Marquardt et al. 2014. Abundance relative to *ACTIN2* is shown as mean  $\pm$  SE (n = 3). (B) Comparison of the splicing efficiency of *COOLAIR* in Col and *brr2a-2*. *COOLAIR* class I was represented by class Ii, class II by class Iii and Iii. Intron retention was computed as (unspliced / (spliced + unspliced)). (C) Comparison of the splicing efficiency of *COOLAIR* in Col and *brr2a-2* visualized as in (Marquardt et al. 2014). Splicing ratios (spliced/unspliced) are given normalized to the Col background control.

**Hornyik, C., Terzi, L.C. and Simpson, G.G.** (2010) The spen family protein FPA controls alternative cleavage and polyadenylation of RNA. *Dev Cell* **18**: 203-213.

**Marquardt, S., Raitskin, O., Wu, Z., Liu, F., Sun, Q. and Dean, C.** (2014) Functional consequences of splicing of the antisense transcript *COOLAIR* on *FLC* transcription. *Mol Cell* **54**: 156-165.

# Supplementary material for: BRR2a Affects Flowering Time via FLC Splicing
**Source:** PLoS Genet. 2016 Apr 21;12(4):e1005924. doi: 10.1371/journal.pgen.1005924
**Supplement:** S8 Fig — (A) Expression of TEOSINTE BRANCHED 1, CYCLOIDEA, AND PCF FAMILY 13 (TCP13), KIP-RELATED PROTEIN 6 (KRP6), KRP1, TCP24 and ASYMMETRIC LEAVES 1 (AS1) was significantly (p< = 0.05) altered in brr2a-2. Expression data are RPKM values from RNA-seq normalized to wild-type levels for each gene. Transcript levels of the remaining 98 leaf development genes (based on GO category GO:0009965) were not significantly altered. (B) Intron 1 of TCP13 was more retained in brr2a-2 than in wild type. Shown are RPKM values from RNA-seq normalized to wild-type levels for each intron. Numbers were corrected for changes in transcript amounts to reflect only differential splicing and not transcript abundance. Introns KRP1.I3, KRP6.I1, KRP6.I2 and KRP6.I3 did not generate any reads. Values in (A) and (B) are shown as mean ± SE (n = 3).

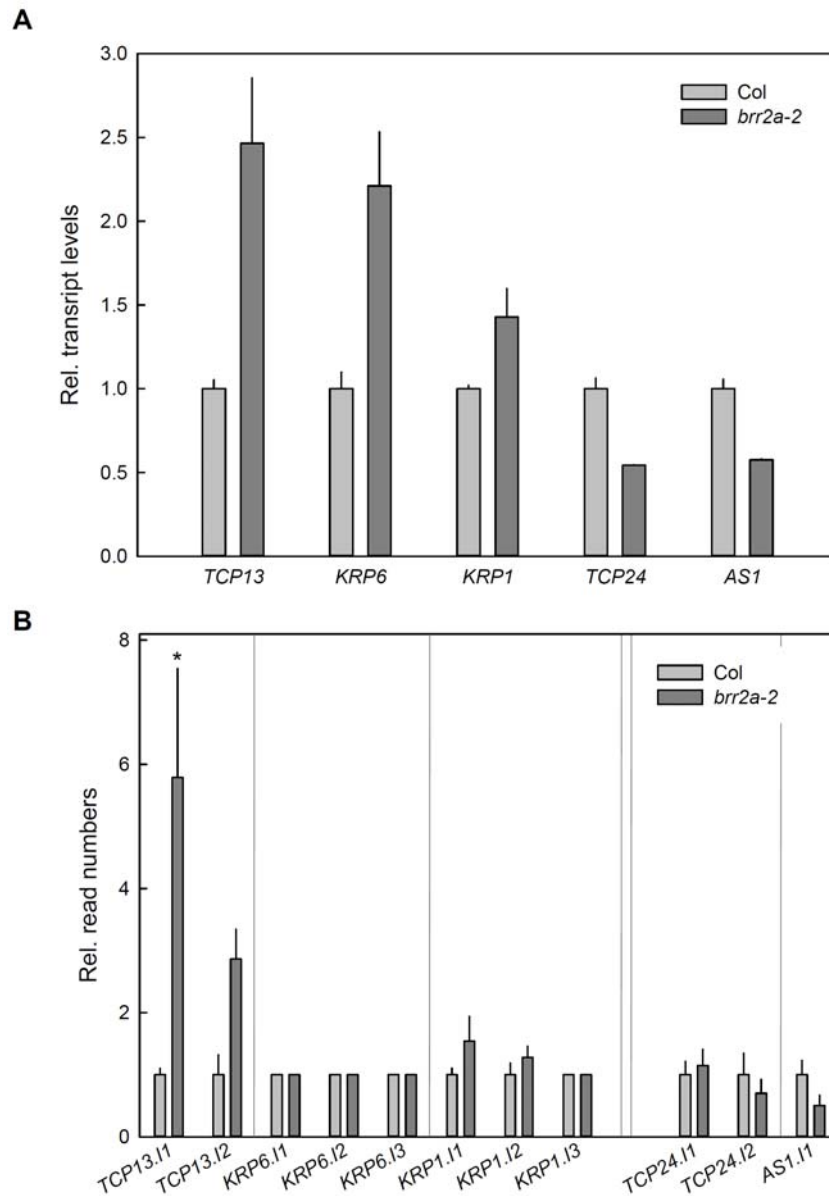

**S8 Figure. Expression and intron retention of leaf development genes was altered in *brr2a-2*.** (A) Expression of *TEOSINTE BRANCHED 1*, *CYCLOIDEA*, AND *PCF FAMILY 13* (*TCP13*), *KIP-RELATED PROTEIN 6* (*KRP6*), *KRP1*, *TCP24* and *ASYMMETRIC LEAVES 1* (*AS1*) was significantly ( $p \leq 0.05$ ) altered in *brr2a-2*. Expression data are RPKM values from RNA-seq normalized to wild-type levels for each gene. Transcript levels of the remaining 98 leaf development genes (based on GO category GO:0009965) were not significantly altered. (B) Intron 1 of *TCP13* was more retained in *brr2a-2* than in wild type. Shown are RPKM values from RNA-seq normalized to wild-type levels for each intron. Numbers were corrected for changes in transcript amounts to reflect only differential splicing and not transcript abundance. Introns *KRP1.I3*, *KRP6.I1*, *KRP6.I2* and *KRP6.I3* did not generate any reads. Values in (A) and (B) are shown as mean  $\pm$  SE ( $n = 3$ ).

# Supplementary material for: BRR2a Affects Flowering Time via FLC Splicing
**Source:** PLoS Genet. 2016 Apr 21;12(4):e1005924. doi: 10.1371/journal.pgen.1005924
**Supplement:** S10 Fig — The frequency of bases (green, A; blue, C; orange, G; red, T) surrounding the splice sites were calculated and plotted for all (A) and differentially retained introns (B). Sequence logos were created using the SeqLogo R package.

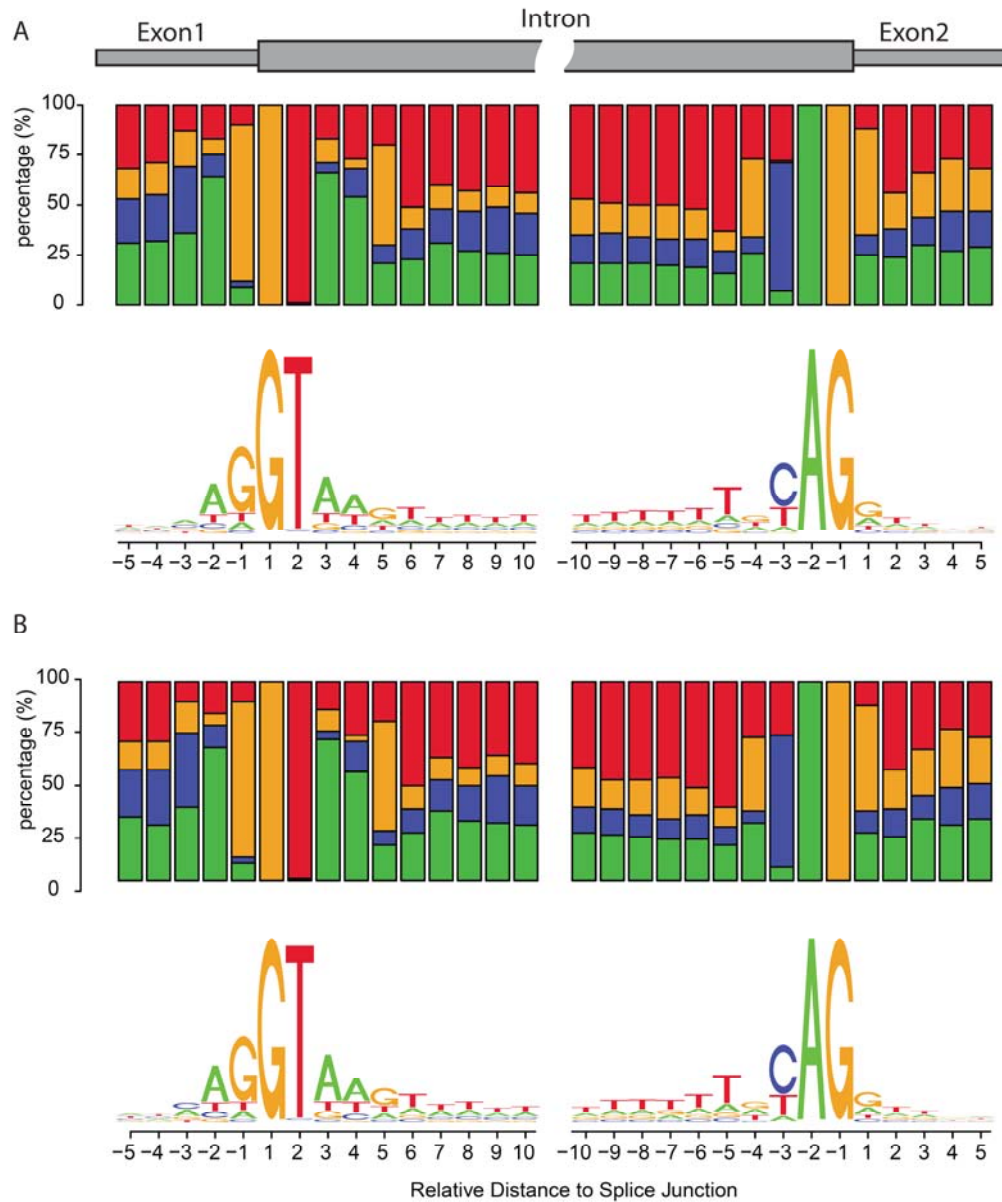

**S10 Figure. Differentially retained introns in *brr2a-2* have consensus splice site sequences.** The frequency of bases (green, A; blue, C; orange, G; red, T) surrounding the splice sites were calculated and plotted for all (A) and differentially retained introns (B). Sequence logos were created using the SeqLogo R package.

# Supplementary material for: BRR2a Affects Flowering Time via FLC Splicing
**Source:** PLoS Genet. 2016 Apr 21;12(4):e1005924. doi: 10.1371/journal.pgen.1005924
**Supplement:** S1 Table

**S1 Table. Amino acid identity (first number) and similarity (second number) between yeast Brr2p and Arabidopsis BRR2 paralogues**

|                 | AT2G42270 | AT5G61140 | Brr2p   |
|-----------------|-----------|-----------|---------|
|                 | BRR2b     | BRR2c     |         |
| AT1G20960 BRR2a | 82 / 91   | 40 / 59   | 38 / 60 |
| AT2G42270 BRR2b |           | 39 / 58   | 38 / 59 |
| AT5G61140 BRR2c |           |           | 30 / 52 |

# Supplementary material for: BRR2a Affects Flowering Time via FLC Splicing
**Source:** PLoS Genet. 2016 Apr 21;12(4):e1005924. doi: 10.1371/journal.pgen.1005924
**Supplement:** S2 Table

**S2 Table. Sequencing and read mapping details for the RNA-seq experiment.**

|                          | Col 1      | Col 2      | Col 3      | <i>brr2a-2 1</i> | <i>brr2a-2 2</i> | <i>brr2a-2 3</i> |
|--------------------------|------------|------------|------------|------------------|------------------|------------------|
| Raw reads                | 39,540,006 | 27,254,569 | 23,504,681 | 28,675,398       | 26,246,034       | 22,744,722       |
| Mapped reads             | 32,769,149 | 23,956,774 | 21,621,461 | 25,881,577       | 22,035,030       | 20,963,981       |
|                          | 83%        | 88%        | 92%        | 90%              | 84%              | 92%              |
| Reads counted in genes   | 29,830,638 | 21,739,180 | 19,468,030 | 23,184,873       | 19,969,590       | 18,692,830       |
|                          | 91%        | 91%        | 90%        | 90%              | 91%              | 89%              |
| Reads counted in introns | 1,065,088  | 600,319    | 561,146    | 1,044,438        | 848,684          | 739,835          |
|                          | 3.3%       | 2.5%       | 2.6%       | 4.0%             | 3.9%             | 3.5%             |

# Supplementary material for: BRR2a Affects Flowering Time via FLC Splicing
**Source:** PLoS Genet. 2016 Apr 21;12(4):e1005924. doi: 10.1371/journal.pgen.1005924
**Supplement:** S9 Table

**S9 Table. Lists of primers used.**

| <b>Gene-specific primers used for splicing assays</b> |                                       |
|-------------------------------------------------------|---------------------------------------|
| <b>Gene / Primer position</b>                         | <b>Primer ID/Primer sequence</b>      |
| <i>FLC_I<sup>*</sup>5_R<sup>*</sup></i>               | LH2039: AATATGTGTGCAAGCTCGTTAAG       |
| <i>FLC_E<sup>*</sup>5_F<sup>*</sup></i>               | LH2040: AACTCATGTTGAAGCTTGTTGAG       |
| <i>FLC_E6_R</i>                                       | LH2041: CCTGGTTCTCTTCTTTCAGCAT        |
| <i>FLC_E1_F</i>                                       | LH1801: TTCTCCAAACGTCGCAACGGTCTC      |
| <i>FLC_I1-R</i>                                       | LH1802: CTCAGAAAAGTAAAAGAGCACAAAACAG  |
| <i>FLC_E2-R</i>                                       | LH1803: CATGCTGTTTCCCATATCGATCAAG     |
| <i>FLC_I6-2-F</i>                                     | LH1804: CCGAGTGGCTCAGTTCCAACCTCCA     |
| <i>FLC_E4-1-F</i>                                     | LH1805: ACACCTTGAGACTGCCCTCTCCGT      |
| <i>FLC_E7-1-R</i>                                     | LH1806: ACGCTCGCCCTTATCAGCGGAA        |
| <i>MAF1_E1_F</i>                                      | LH2042: CGCTGTTGTCGTCGTATCT           |
| <i>MAF1_I1_R</i>                                      | LH2043: AAATCGAGTGAGACCCAGAAA         |
| <i>MAF1_E2_R</i>                                      | LH2044: TGAGGTTTCTCCGGCTTGA           |
| <i>AG_E1_F</i>                                        | LH2957: CGTGGTCGTCTCTATGAGTAC         |
| <i>AG_E2_R</i>                                        | LH2958: GCCTTCTGTACCTCTCAATAGT        |
| <i>AG_I1_F</i>                                        | LH2959: GGAGTTAATAGGTCTAATTAACCTTAT   |
| <i>AG_I1_R</i>                                        | LH2960: GTGCAAGTGGTCGATTTGA           |
| <i>SEP3_E1_F</i>                                      | LH2961: GAGGAAAGCTGTACGAGTTTTGCAG     |
| <i>SEP3_E2_R</i>                                      | LH2962: CCTCTCCAGTGTCCGAAGC           |
| <i>SEP3_I2-2_F</i>                                    | LH2964: GATGAGTAAGATTAATGGAAGAAATGATG |
| <i>COOLAIR_I1_FT<sup>*</sup></i>                      | LH2965: CTGCTGGACAAATCTCCGACAATC      |
| <i>COOLAIR_I1_spliced_F</i>                           | LH2966: GACAAATCTCCGACAATCTTCC        |
| <i>COOLAIR_I1_spliced_R</i>                           | LH2967: CTCACACGAATAAGGTGGCTAAT       |
| <i>COOLAIR_I1_unspliced_F</i>                         | LH2968: CGACAATCTTCCGGTGACTCT         |
| <i>COOLAIR_I1_unspliced_R</i>                         | LH2969: TACAAACGCTCGCCCTTATC          |
| <i>COOLAIR_classII-1/2_F</i>                          | LH2970: CTCCTCCGGCGATAAGTA            |
| <i>COOLAIR_classII-1_R</i>                            | LH2971: CTCACACGAATAAGAAAAGTAAAA      |
| <i>COOLAIR_classII-2_R</i>                            | LH2972: ACGATAATCATAGAAAAGTAAAAGAGC   |
| <i>COOLAIR_classII_unspliced_F</i>                    | LH2973: TCGCTCTTCTCGTCGTCTC           |
| <i>COOLAIR_classII_unspliced_R</i>                    | LH2974: AAAACACAAACAAACACAGAACC       |
| <i>AT5G53740_I6_F</i>                                 | LH3139: GGTCACTCACTCCTCAACATTCA       |
| <i>AT5G53740_I6_R</i>                                 | LH3140: GGAAACATTTTTGGCCAACAC         |
| <i>AT5G53740_E6_F</i>                                 | LH3141: TAAGTGATGTTTCCGTTGAATCCAT     |
| <i>AT5G53740_E7_R</i>                                 | LH3142: AGGTTTCGTGTGTGTTGGTG          |
| <i>AT1G23310_I3_F</i>                                 | LH3143: CTCGCCAGGTATGTGTGTATAG        |
| <i>AT1G23310_I3_R</i>                                 | LH3144: AGCGCAACCACCTGTAATTG          |
| <i>AT1G23310_E3_F</i>                                 | LH3145: CCAGGTGGTTGCGCTTTG            |
| <i>AT1G23310_E4_R</i>                                 | LH3146: CCGCCTGAAGTCAAGGAAAG          |
| <i>AT1G67090_I2_F</i>                                 | LH3147: GAATTCGAGTTGGAGGTAATTAAACA    |
| <i>AT1G67090_I2_R</i>                                 | LH3148: ACCAAATTTTCCTAAGATCTAGCTAGT   |
| <i>AT1G67090_E2_F</i>                                 | LH3149: GAGTTGGAGACGGATTTGTGTACCG     |
| <i>AT1G67090_E3_R</i>                                 | LH3150: GTCCAGTACCGTCCATCATAGT        |

|                 |                                    |
|-----------------|------------------------------------|
| AT3G57550_I9_F  | LH3151: CCTGTGAATGGTGTAGAAGGTAATA  |
| AT3G57550_E10_R | LH3152: TGTTCTTGGTTCCTTCTCCTGT     |
| AT3G57550_E9_F  | LH3153: GGTGTAGAAGCAGTAGAAGGGAT    |
| AT1G59990_I1_F  | LH3154: CGATAGACCATCTCTTACTCAGGTA  |
| AT1G59990_I1_R  | LH3155: TCCCAATCAACAAATGCTTCTCT    |
| AT1G59990_E1_F  | LH3156: TAGACCATCTCTTACTCAGGCTGT   |
| AT1G59990_E2_R  | LH3157: TCTGCTGCAACAATCACATCT      |
| AT5G02120_I2_F  | LH3158: GTACTTTCATCGTCGAACTGGTGAG  |
| AT5G02120_I2_R  | LH3159: TCAGTTTGGTTTCGTTGTATGTT    |
| AT5G02120_E2_F  | LH3160: GTACTTTCATCGTCGAACTGATTC   |
| AT5G02120_E3_R  | LH3223: GGAAGATCGAGTCCTTTCCCA      |
| AT3G56990_I14_F | LH3224: GGTTCGATGTTCCAAAATCCGGT    |
| AT3G56990_I14_R | LH3225: GTTTGATACGATGTGAAATAGAGCA  |
| AT3G56990_E14_F | LH3226: TCCGGACTTCCAAATTGATAAGGACT |
| AT3G56990_E15_R | LH3227: TCGAAGAAGCAACAGGGTGT       |
| AT3G56990_I11_F | LH3228: CCATTCCAGTGATGTCACCAT      |
| AT3G56990_I11_R | LH3229: TGTCTGTGCACTTTCCTCCA       |
| AT3G56990_E11_F | LH3230: CTCCTCTTGAAAATCTAACGGAAGAG |
| AT3G56990_E12_R | LH3231: CCAGATCTTCCATTGCCAAA       |
| AT1G42970_I3_F  | LH3232: GTGGTGGTGTCAAGAATGTAAGTATG |
| AT1G42970_I3_R  | LH3233: GGATGCCTGCAAATTTCATC       |
| AT1G42970_E3_F  | LH3234: GTGTCAAGAATGCATCCCACT      |
| AT1G42970_E4_R  | LH3235: GGTCCAAGCATGGAGTCAT        |
| AT3G47590_I4_F  | LH3236: AAAGAGTGCAGGTGAGACTCG      |
| AT3G47590_I4_R  | LH3237: ACCGTCAAGACCCTGTCATT       |
| AT3G47590_E4_F  | LH3238: AGGGTCTTGACGGTTCATGG       |
| AT3G47590_E5_R  | LH3239: GCAAACCTCTTCGCATCTTC       |
| AT3G57550_I8_F  | LH3240: CCTTGAGGAATGCTACAAGACC     |
| AT3G57550_I8_R  | LH3241: CCATTGTTGCTTGAAATGGA       |
| AT3G57550_E8_F  | LH3242: CCTTAAGAATCTCTTGGGGATTAAC  |
| AT3G57550_E9_R  | LH3243: TCTACACCATTACAGGAGCA       |
| AT3G57570_I2_F  | LH3244: CGAAGCCATGAGTGAAATTCT      |
| AT3G57570_I2_R  | LH3245: GACCGGACATTACAACAATCAA     |
| AT3G57570_E2_F  | LH3246: GTACCCATTATCGAACATACATTAAG |
| AT3G57570_E3_R  | LH3247: GAACTTCATCTTGAAATAGCCAAT   |
| AT3G57570_I4_F  | LH3248: TGGGTATAAATATCATCTCCTGCT   |
| AT3G57570_I4_R  | LH3249: CAACAGCTCAGAACAAAGTGG      |
| AT3G57570_E4_F  | LH3250: TTTGTCAATGGATGGATATGAGGT   |
| AT3G57570_E5_R  | LH3251: CCTCTTTGCTAAGGCTCCAG       |
| AT5G64040_I2_F  | LH3252: GATCTTGCCAAGCAAAAGGT       |
| AT5G64040_I2_R  | LH3253: GAAAACGAACAAGAACATCACAA    |
| AT5G64040_E2_F  | LH3254: CCAAGCAAAAGTTCCATTTATCTC   |
| AT5G64040_E3_R  | LH3255: TCCAGAAAACATTGGAACCAC      |

\*I: Intron, E: Exon, F: Forward primer, R: Reverse primer, FT: First strand primer

## Gene-specific primers used for RT-qPCR

| Gene ID, Alias                                                | Primer ID/Primer sequence                                                     |
|---------------------------------------------------------------|-------------------------------------------------------------------------------|
| <i>AT2G10930, PP2A</i>                                        | DK053: TCTTAATTTGAATCGGTTACTAGG<br>DK054: CATAcataACAATTTCAAGCA               |
| <i>AT1G20960, BRR2a</i>                                       | LH1556: GCCCTTGCAAAAGACGTAGT<br>LH1557: AGCAGCCGAATGTATCAGGT                  |
| <i>AT1G65480, FT</i>                                          | LH0292: ACAACTGGAACAACCTTTGGCAATG<br>LH0293: ACTGTTTGCCTGCCAAGCTGTC           |
| <i>AT2G45660, SOC1</i>                                        | SUPERSOC1-F452: AGCAGCTCAAGCAAAAGGAG<br>SUPERSOC1-R541: TTGACCAAACCTTCGCTTTCA |
| <i>AT5G10140, FLC</i>                                         | LH0304: GACTGCCCTCTCCGTGACTA<br>LH0305: TTCTCAACAAGCTTCAACATGAG               |
| <i>AT1G77080, MAF1</i>                                        | SUPERMAF3-SALKLP: TTCGGAATTATCTTCCACACAA<br>LH0780: CGGACAGAGCAGTCTCAAGTT     |
| <i>AT5G65050, MAF2</i>                                        | LH0781: GGCTCCGAAAACCTCTACAA<br>LH0535: GAGTGGCAGATAATTCCGAG                  |
| <i>AT5G65060, MAF3</i>                                        | LH0755: GACGTTTCTGGTTATAGAAGGTG<br>LH0827: TTAAGTTGAGCAGCGAAAGAGTC            |
| <i>AT5G65070, MAF4</i>                                        | LH0541: GGAGCTTGTGAAGACCCATC<br>LH0542: TTCCCATCTTTATAAGCTGG                  |
| <i>AT5G65080, MAF5</i>                                        | LH0543: TCCACCGGCAAACTCTACA<br>LH0544: AAACGACTGATGATCTTGGC                   |
| <i>AT4G16280, FCA <math>\delta</math> <math>\gamma</math></i> | LH1747: GAACTGGACAGCAGCAAGGCTGTTG<br>LH1748: AGGGTGCCTATGCGTTCTCTCTCC         |
| <i>AT2G19520, MSI4</i>                                        | MSI4-838F: ACGAAGGTTGAAAAAGCGCA<br>MSI4-950R: CGATCAAACAACCGGACAGTG           |
| <i>AT2G43410, FPA</i>                                         | LH1700: TGGGTGTCGATGAGAGGTCAT<br>LH1701: CAATTGACGACCTCAGGCAGT                |
| <i>AT3G10390, FLD</i>                                         | LH1974: CTCTCTTGATCGCGTTGGTT<br>LH1975: GGACATTTATTCCTTGAGGTTCA               |
| <i>AT4G02560, LD</i>                                          | LH1702: CAACTAATCCTGGAATGAGTGG<br>LH1703: GGTTGTTGAGATTGGTTGTTGT              |
| <i>AT5G13480, FY</i>                                          | LH1704: GATGCCTGGATCAATGGGAATG<br>LH1705: TGCTGCTGTTGGAAAGGGTTGT              |
| <i>AT3G04610, FLK</i>                                         | LH1706: CCACCAATGGTCGCTCAGCAAG<br>LH1707: ATCCGTAGCGTATCCTCCAGGCG             |
| <i>AT3G48430, REF6</i>                                        | LH1708: CGGAATACCGTGTTGCAGGTTAG<br>LH1709: CCGGATAGCAGCATCTTTAGCCA            |
| <i>AT4G15880, ESD4</i>                                        | LH1710: GCTCTGGCAAAATACATGGGTGATGAAG<br>LH1711: GAAGTATGGCATGTGTTCTGGCTGAA    |
| <i>AT5G16320, FRL1</i>                                        | LH1712: TCACAAGTTCCAGTTCCGAGTCAGCA<br>LH1713: TTGAGGCGGCAACACATATCCAGTTT      |
| <i>AT5G16320, HUA2</i>                                        | LH1714: CTTACCCTTTCCACCTCAACGTGAT<br>LH1715: ATCTGGGGAGCAGTATGACCTGGAAT       |
| <i>AT5G61150, VIP4</i>                                        | LH1716: GCCAGACCGTCAAGACGTCAAATGGAG<br>LH1717: ATCCTTCTCTGCCCTACCTCCCGCAA     |

|                           |                                                                              |
|---------------------------|------------------------------------------------------------------------------|
| <i>AT3G07610, IBM1</i>    | LH2045: CCCGAGAATCATTGGTTACAG<br>LH2046: CACCGTTCAACAATCCTATCG               |
| <i>AT2G13540, ABH1</i>    | LH1777: CGGCTCCCAGATCCAACTAAAGTG<br>LH1778: CTCCATGTGAGGCCATATCTCGCT         |
| <i>AT3G33520, ARP6</i>    | LH1779: GTACCTGAGACGTTATTCCAGCCTGC<br>LH1780: CTCCATACACCTAGTATGGGGTCCTC     |
| <i>AT5G62640, ELF5</i>    | LH1783: CACACCTGAGCTTACATCCATGGTCCC<br>LH1784: GTGCGCCAAGAGCTTTTCATGTCCTCTA  |
| <i>AT1G79730, ELF7</i>    | LH1785: CCTGGCACATACCTGGTATCATTTGAC<br>LH1786: ACCAACCCTAGAAGAGTAAACCCCTGA   |
| <i>AT2G06210, ELF8</i>    | LH1787: GAGGACGATGAAGAAGAAGCTGCCACTA<br>LH1788: CGCCTTACACCCGAAGTAGGTACCTCAT |
| <i>AT1G31814, FRL2</i>    | LH1789: TACTTCCTGGTGTTGCTGTCCCATAT<br>LH1790: TAGAGAGCATAGACCTGTTTCGAGCAG    |
| <i>AT3G12810, PIE1</i>    | LH1791: TGCTGCAGAGAACCGTTACAGGAATG<br>LH1792: GAGATTCCGATCATTTGGCCTAACCC     |
| <i>AT2G27100, SERRATE</i> | LH1793: CGGATATAAACCCACCACCAATGCTG<br>LH1794: AGCATCTAGGTCTTGGTAGCTGCGCA     |
| <i>AT1G30970, SUF4</i>    | LH1795: ATTCTTATGCCTCTGGCCCAAACACT<br>LH1796: CTGCATTTATCGAGTTCATCTGGCTGG    |
| <i>AT4G26000, PEP</i>     | LH1799: TCTGGTGCATCAGTTCGTATTT<br>LH1800: CTCATCCTGTGCAGCATAAAAC             |

How the deposited data were processed for this re-analysis (not part of the article)

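Gene and intron read counts were analysed for 6 libraries, 3 from the wild type Col and 3 from *brr2a*-2. The plants were 15 days old, were grown with 8 h of light per day and were harvested 1 h before darkness. The paper describes seedlings and an RNeasy preparation, and the sample labels describe rosette leaves and a TRIzol preparation, so the tissue is left open here. The replicate number is not known to pair libraries of the genotypes.

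According to the authors' methods, ribosomal RNA was removed, and paired-end reads were trimmed, aligned to TAIR10 with tophat and counted with HTseq. The gene counts are raw counts per gene, and the intron counts are raw counts per intron of the first isoform of each gene. Both were left without normalization by the authors, and the column totals of the gene counts equal the reads in genes of the paper's S2 Table. The strand setting of the counting is not stated. The batch correction with RUVseq and the correction of intron counts for gene expression, which the paper applied afterwards, are not part of the counts as deposited.

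Gene counts summed to between 19468030 and 29830638 per library in Col, with a median of 21739180, and to between 18692830 and 23184873 in *brr2a*-2, with a median of 19969590. Intron counts had medians of 600319 in Col and 848684 in *brr2a*-2. Of 117457 introns, 66725 had at least 10 counts over all 6 libraries, and 17214 passed the filter used for the tests.

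Counts were fitted in R 4.3.3 with edgeR 4.0.16. Genes and introns were kept with filterByExpr at a minimum count of 10, libraries were scaled with TMM, and genotype was tested with the quasi-likelihood F-test, with p-values adjusted by the Benjamini-Hochberg method over all features tested. Calls needed an adjusted p under 0.05 and a log2 fold change of at least 1 in size. For introns, the log2 fold change of the gene, moderated with a prior count of 2, was added to the offset of the *brr2a*-2 libraries. Alternatives used DESeq2 1.42.0 with and without its prior on fold changes, 1 RUVg factor with 5000 genes set apart, the replicate number as a block, other scalings, filters and corrections, and each library left out in turn. Gene lists were tested with camera at a preset correlation of 0.01 and with fry, both from limma 3.58.1. Summaries were written with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, intron calculations used numba 0.67.0, and figures were drawn with matplotlib 3.10.9. Features at or under 3 counts in every library of a genotype were treated as being at a floor. Permutation tests of intron features used 100000 resamples and random draws of introns 10000, with the seed fixed at 1. Standard deviations are between the 3 libraries of a genotype, and standard errors come from the fitted model.

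The procedure was tested on simulated counts before the values were examined. In the first version, introns of genes with counts near 0 were called falsely. Prior counts of 1, 2 and 5 for the gene log2 fold change were then tried on simulated counts, 2 was chosen, and the limits at which the test stops were loosened. In the final version, the raised genes had a median log2 fold change of 2.00, and no noise was shared across the genes of a library. That version recovered 86.5% of 200 changed genes and 36.0% of 200 changed introns. When the noise of genes and introns was simulated as independent, it recovered 52.5% of the changed introns with 85 false calls among 17887. Of 483 introns that only followed the change of their gene, 0 were called with the correction and 309 without it.

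The tests, thresholds, named genes and alternatives were fixed before the data were examined, except for those named next. The likelihood ratio test of edgeR, DESeq2 with a prior and a RUVg factor together, the default prior count of 0.125, the restriction to introns of genes that pass the filter, the assignment of intron counts in genome order, the analysis without chromosome 3 and the splice site scores were added after the data were seen. The named genes are those that the paper names for the RNA sequencing, and would have included the 5 called genes with the largest change in each direction, of which there were none. The named introns are those of the genes the paper discusses, the introns of its splicing assays and the 5 called introns with the largest change in each direction. Genes and introns mentioned outside this rule, such as AT5G59320, were chosen after their values were seen.

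Lists of DNA damage response genes, of morning and evening clock genes, and of *FLC* regulators with primers in the paper's S9 Table were fixed with the tests, and their results are in the closing section. The DNA damage list was drawn up after reading the paper's S3 Table.

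Intron positions, lengths and GC contents were read from TAIR10.1 for the 110784 introns of genes with the same number of introns in the annotation. Gene category enrichment, alternative splicing events, motif searches, RNA folding, RT-PCR and chromatin measurements were not analysed here, since they need a category annotation, reads or measurements other than the counts.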

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

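All tests in this part were chosen before the result was seen, after the paper's tables of changed genes had been read.

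A list of 13 DNA damage response genes stood out because the paper does not discuss these genes as a group. Of the 12 genes tested, 9 were higher and 3 lower in *brr2a*-2, with a median log2 fold change of 0.44, which is unchanged with genes at the floor set to their bound. In 6 of the 12 genes the libraries of the genotypes did not overlap, where chance gives 10%. The list moved up, with a camera p of 1.15e-08 and a fry p of 0.000959. Both set tests rest on the fitted model, whereas an exact permutation of 3 libraries against 3 could not give a p under 0.1. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 genes passed 0.05 adjusted over the list alone and 0 over all genes tested, with 5 at an unadjusted p under 0.05. *GMI1* had a log2 fold change of 2.99 and *NAC044* of 3.02. The list is not independent evidence, because it was drawn up after reading S3 Table, and 4 of its genes are in S3 or S4 Table. Without these, the median of the other 8 genes was 0.15, with 5 higher, and the list no longer moved past the threshold, with a camera p of 0.266 and a fry p of 0.1245. S3 and S4 Tables list genes by their change in these same libraries. Leaving their genes out therefore selects for a weaker remainder. Library depth and composition are scaled by TMM, and with the replicate number as a block the fry p was 0.00275. A more active DNA damage response in the mutant may underlie the higher genes. It cannot be told apart from a change in the few genes that led to the list. The remaining genes are few, go both ways and were left by that selection, so they cannot decide this.

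A list of 6 genes expressed in the morning stood out for the same reason. All 6 were higher in *brr2a*-2, without overlap between the libraries of the genotypes, with log2 fold changes from 0.65 (*PRR7*) to 3.47 (*RVE1*) and a median of 2.94. The list moved up, with a camera p of 5.15e-16 and a fry p of 0.0146. All 6 genes passed 0.05 adjusted over the list alone, and 0 over all genes tested, in the quasi-likelihood test with Benjamini-Hochberg adjustment. S3 or S4 Table holds 4 of them, and the other 2 had a median of 1.74, a camera p of 0.000167 and a fry p of 0.0195. Leaving out Col replicate 1 or *brr2a*-2 replicate 2 moved the fry p to 0.0531 and 0.0543. Of 6 evening genes, 4 were lower, with log2 fold changes from −2.25 (*ELF4*) to 0.43, a median of −0.61, a camera p of 0.0105 and a fry p of 0.0487, and 2 passed adjusted over the list alone. Without the evening gene that is in S3 or S4 Table the camera p was 0.0986 and the fry p 0.0738, with the same limit of selection by change. A shift of the clock phase at harvest may move morning and evening genes in opposite directions, but the evening genes do not settle this, since *GI* had a log2 fold change of 0.01. A difference of the time of harvest between genotypes would give the same pattern, and cannot be told apart from a change in the clock with 1 time point per genotype. Reads from other organisms and strain variants were not tested.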

How the results depend on the processing

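The alternatives named here as added were chosen after the data were seen.

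The numbers of called genes moved most with the test. Against 0 higher and 0 lower genes in edgeR's quasi-likelihood test, with 1326 and 1428 at an unadjusted p under 0.05, DESeq2 called 244 and 173, DESeq2 with a prior on fold changes 201 and 120, the fit without a filter on low counts 2 and 1, the RUVg factor with all but 5000 genes as controls 6 and 4, and that with the 5000 genes of largest p as controls 5 and 4. Of the added alternatives, the likelihood ratio test called 229 and 148, and DESeq2 with a prior and a RUVg factor 270 and 165. Leaving out single libraries gave from 0 to 1 higher and from 0 to 1 lower genes, with 1 and 1 without Col replicate 1. The replicate block, library totals without TMM and the adjusted p alone left both counts at 0. Library totals without TMM moved the median log2 fold change of all genes from −0.04 to −0.11. Whether the replicate numbers pair the libraries is not known. Across genes, deviations from the genotype means correlated at 0.0416, 0.188 and 0.418 in the numbered pairs. All were positive, but pairs with unlike numbers were not compared, so these values do not decide it. The cause of the difference between tests was not tested.

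*FLC* was lower in *brr2a*-2 under every alternative run. Its adjusted p (Benjamini-Hochberg) passed 0.05 with DESeq2 (log2 fold change −4.08, p 8.84e-07), DESeq2 with a prior (−2.16, 2.85e-06) and edgeR's quasi-likelihood test with a RUVg factor (−3.83, 0.0290 with all but 5000 genes as controls, and −3.80, 0.0374 with the genes of largest p). It also passed with the added likelihood ratio test (−4.06, 2.75e-05) and the added DESeq2 with a prior and a RUVg factor (−2.96, 4.5e-20). Leaving out single libraries gave from −4.48 to −3.46. Over the 17 tested named genes other than *FLC*, 255 comparisons with alternatives gave 224 with the same direction and side of the threshold, 24 stronger, 0 weaker and 7 reversed. *BRR2c* reversed to −0.018 without TMM and ranged from −0.019 to 0.23 when single libraries were left out. In the same fits *MAF1* ranged from −0.086 to 0.039 and *MAF5* from −0.29 to 0.066. The difference in the intron share of reads kept its direction in each alternative, at 1.02 over mapped reads and from 1.01 to 1.42 percentage points when single libraries were left out.

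Against 33 introns with increased and 10 with decreased retention, DESeq2 called 80 and 50, DESeq2 with a prior 82 and 51, the gene-table library sizes 671 and 13, no correction for gene expression 76 and 18, gene counts of each library in the offset 20 and 3, the minimum count of 5 37 and 18, and no filter 189 and 136. Of the added alternatives, the default prior count gave 108 and 86, the likelihood ratio test 231 and 154, genome order 1 and 0, genome order with gene-table library sizes 69 and 0, and the introns outside chromosome 3 gave 1 and 0. Leaving out single libraries gave from 0 to 37 and from 0 to 44, with 0 and 0 without *brr2a*-2 replicate 1, 1 and 0 without *brr2a*-2 replicate 2, 5 and 6 without Col replicate 2, 19 and 16 without Col replicate 3, and 37 and 44 without Col replicate 1. The counts of introns thus rest on single libraries as well as on the scaling. The RUVg factor and the replicate block each gave 40 and 10, and the introns of genes that pass the filter gave 24 and 9.

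The 31 named introns gave 600 comparisons, of which 492 had the same direction and side of the threshold, 75 were weaker, 6 stronger and 27 reversed. With gene-table library sizes, with or without genome order, intron AT5G10140.6 of *FLC* reversed to 0.26, intron AT2G23430.2 to 0.55, intron AT1G30210.1 to 0.48 and intron AT2G37630.1 to 0.10, as this scaling raises the median intron. Genome order reversed intron AT3G50560.4 to 0.40, and to 1.06 with gene-table library sizes, since its counts are then those of another intron. Without the correction, intron AT3G02150.2 reversed to 0.52, intron AT2G23430.2 to 0.71, intron AT2G23430.3 to 0.037, intron AT1G30210.2 to −0.64, intron AT3G54520.2 to 0.46 and intron AT3G54520.3 to 1.07. Intron AT1G30210.2, at 0.01, also reversed to −0.0049 with the prior of DESeq2 and to −0.00088 with gene counts in the offset.

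When single libraries were left out, the log2 fold changes ranged as follows: intron AT5G10140.6 from −1.12 to 0.090, intron AT3G02150.1 from −0.25 to 0.75, intron AT2G23430.2 from −0.36 to 0.27, intron AT1G30210.2 from −0.18 to 0.17 and intron AT2G45660.5 from −0.18 to 0.83.

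Genes with a single retained intron made up from 73.3% to 100% when single libraries were left out, the last without Col replicate 2 (permutation draws, p = 1.00 for 5 introns). In the other alternatives run, the share was below that of random draws, which do not carry the correction shared within genes. The length difference of introns with increased retention, −76.9 bp, reversed to 14.4 bp against introns with at least 1 count. It was −160 bp against introns matched on mean count, −132 bp with gene-table library sizes, −120.3 bp with both the calls of DESeq2 with a prior and those of S7 Table, −180 bp with the added genome order and gene-table library sizes, and from −103 to −78.0 bp without single libraries. For introns with decreased retention, the length difference of −59.4 bp reversed to 31.8 bp against introns with at least 1 count and to 94.0 bp for S8 Table, and ranged from −129 to 60.6 bp without single libraries, with 60.6 bp without Col replicate 2. The GC difference of introns with increased retention, −1.17 points, was −2.04 for medians, −1.13 for S7 Table, −0.0412 with gene-table library sizes (permutation test, p = 0.804), −0.0706 with DESeq2 with a prior (permutation test, p = 0.879) and from −2.49 to 0.763 without single libraries, with the reversed value without Col replicate 2, and reversed to 0.306 with the added genome order and gene-table library sizes. That of introns with decreased retention, −1.03 points, reversed to 1.58 for S8 Table and ranged from −6.04 to −0.154 without single libraries, with the lowest value without Col replicate 2. The cause of these changes was not tested. The features and the single-intron share could not be computed without *brr2a*-2 replicates 1 or 2, or in genome order alone, where 0 or 1 intron was called.

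Without the genes of S3 and S4 Tables, the fry p was 0.1245 for the DNA damage list and 0.0738 for the evening list. Without single libraries the fry p ranged from 0.000965 to 0.0058 for the DNA damage list, from 0.00234 to 0.0543 for the morning list and from 0.0244 to 0.141 for the evening list. The depth of the intron table limits which introns can be tested, with 17214 of 117457 tested here.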

Differences from the paper's values

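The alternatives named as added in this part were chosen after the values were seen, and the others were set before the data were examined.

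The paper reports 279 genes higher and 103 lower in *brr2a*-2, called with DESeq2 after RUVseq. Here edgeR's quasi-likelihood test without a batch factor gave 0 and 0, with 1326 and 1428 at an unadjusted p under 0.05. These counts therefore come from unlike tests. DESeq2 gave 244 higher genes, and DESeq2 with a prior on fold changes gave 201 higher and 120 lower genes, within 1.5 times the paper's counts. The added likelihood ratio test gave 229 and 148. The added DESeq2 with a prior and a RUVg factor, the only alternative with both DESeq2 and a batch factor, gave 270 higher genes. The other alternatives differed from the paper's counts.

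The paper reports 914 introns with increased and 74 with decreased retention, against 33 and 10 here. The library sizes of the gene table gave 671 increased introns. DESeq2 gave 50 and DESeq2 with a prior 51 decreased introns, and the added default prior count gave 86. No alternative came within 1.5 times of both counts together.

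The adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.164 for *FLC* against the paper's 2.1E-15, 0.184 for *SOC1* against the paper's 7.7E-10, 0.10003 for *BRR2b* against the paper's 1.6E-11, 0.154 for *AtPRP8b* against the paper's 4.3E-08, and 0.768 for intron 1 of *TCP13* against the paper's 1.1E-02. No alternative came within 1.5 times of these p-values, and several passed beyond them. For *AtPRP8b*, DESeq2 gave 1.58e-08, DESeq2 with a prior 1.29e-08 and the added DESeq2 with a prior and a RUVg factor 1.69e-08, all below the paper's value. For *BRR2b* they gave 4.23e-14, 3.3e-14 and 1.93e-13, also below it. For *FLC* the added DESeq2 with a prior and a RUVg factor gave 4.5e-20, below the paper's value, and for *SOC1* it gave 5.49e-09, above it. For the 4 genes, DESeq2 with and without a prior, and the added likelihood ratio test and DESeq2 with a prior and a RUVg factor, gave adjusted p-values under 0.05, as did the RUVg factor for *FLC*.

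*FLC* was 16.7-fold lower in edgeR's quasi-likelihood fit here, against the paper's 6.6 from DESeq2 after RUVseq. DESeq2 with a prior gave 4.47 and the added DESeq2 with a prior and a RUVg factor 7.79. The log2 fold change of *FLC* was −4.07 against −2.72 in the paper's S4 Table, and −2.96 with that added alternative. DESeq2 with a prior, set before the data were examined, gave −2.16. This is a smaller change than the paper's, but its fold is within 1.5 times of the paper's. The other alternatives set before the data were examined did not close the gap. For *BRR2b* it was 1.70 against the paper's 1.50. The gap was closed by DESeq2 with a prior (1.59), library totals without TMM (1.62), leaving out Col replicate 2 (1.58) or *brr2a*-2 replicate 1 (1.64), and the added DESeq2 with a prior and a RUVg factor (1.57). For *AtPRP8b* it was 2.19 against the paper's 1.69, and 1.85 with DESeq2 with a prior and 1.82 with the added DESeq2 with a prior and a RUVg factor. For intron 1 of *TCP13* it was 0.44 against the paper's 1.49, and 1.08 with the library sizes of the gene table, with or without the added genome order, and 1.73 without the correction for gene expression. The mean length of introns with decreased retention was 198 bp against the paper's 360 bp. It was 355 bp for the introns of S8 Table and 301 bp without Col replicate 2.

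The paper names *FLC* as the gene with the strongest reduction. Here it ranked 2 by log2 fold change, after AT5G59320 with −5.33, whose counts were 4263, 6 and 7 in Col and 9, 43 and 13 in *brr2a*-2, so that its value rests on Col replicate 1. *FLC* ranked 1 with either RUVg factor, with the replicate block, without Col replicate 1 and with the added DESeq2 with a prior and a RUVg factor. It ranked 55 without a filter on low counts, and between 3 and 20 in the other fits that each left out 1 library. The paper describes *TCP13*, *KRP6*, *KRP1*, *TCP24* and *AS1* as significantly altered, whereas their adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.236, 0.258, 0.278, 0.200 and 0.463 here. DESeq2 with and without a prior passed 0.05 for *TCP13* and *TCP24*, and the added DESeq2 with a prior and a RUVg factor passed 0.05 for these and for *KRP6* and *KRP1*. The legend of S8 Fig states that *KRP1* intron 3 had no reads. The deposited counts are 16, 16 and 17 in Col and 25, 19 and 22 in *brr2a*-2 for the intron numbered 3 along the chromosome, and 3, 4 and 5 in Col and 7, 6 and 9 in *brr2a*-2 for intron 3 of the transcript. The paper describes the transcripts of *MAF1* to *MAF5* as lower in *brr2a*-2, measured by PCR. In the gene counts, the log2 fold changes were −0.02 for *MAF1*, 0.20 for *MAF2*, 0.79 for *MAF3*, 0.34 for *MAF4* and −0.10 for *MAF5*.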

Other observations

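The tests of the order of intron counts on chromosome 3, of genomic DNA and of chloroplast reads, and the count-matched comparisons of calls other than those at the intron-table scaling, were chosen after the result was seen, and the others in this part before.

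On chromosome 3, intron counts did not follow the counts of the genes that name them. Across the 20289 introns whose gene differs between the order of names and the order along the chromosome, the correlation of intron count with gene count was 0.0384 as named and 0.711 in genome order, and that with intron length was 0.0139 as named and 0.426 in genome order. Introns are not independent replicates. Counting at shifted coordinates was also tested. With shifts of up to 6000 bp, the median of the largest correlation with exon coverage was 0.0913 in 11 stretches of chromosome 3 and 0.653 in 47 stretches of the other chromosomes, which argues against a shift of coordinates. A candidate explanation is that counts in genome order were joined to names in the order of gene identifiers. No biological explanation was tested. Of the 43 introns called here, 38 carry such names, against 18.2% of the tested introns.

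The share of intron reads was higher in every *brr2a*-2 library, with 3.57%, 2.76% and 2.88% of gene counts in the 3 Col libraries and 4.50%, 4.25% and 3.96% in the 3 *brr2a*-2 libraries. Genomic DNA would raise introns of weakly and strongly expressed genes by the same amount per kb. Genes were grouped by their Col counts only, so that reads in *brr2a*-2 did not decide the grouping. In introns of genes at or above the median count, the mean level rose from 3.98 to 5.68 counts per kb and per 1000000 nuclear gene counts, a difference of 1.70 (exact permutation test, p = 0.1). In introns of genes with a count up to the lower quartile, it was 0.400 in Col and 0.402 in *brr2a*-2 (exact permutation test, p = 0.9), a rise that is 0.12007% of that in the strongly expressed genes. In introns of genes without counts in Col, it was 0.463 and 0.502 (exact permutation test, p = 0.3). The highest *brr2a*-2 level less the lowest Col level was 0.0845 and 0.0991 in these groups, below the 0.741 by which the lowest *brr2a*-2 level exceeded the highest Col level in strongly expressed genes, which argues against genomic DNA as the cause of the rise. Relative to nuclear gene counts alone, the lowest *brr2a*-2 library was 0.823 percentage points above the highest Col library, which argues against chloroplast reads in the denominator. Outside chromosome 3 the share was 2.82% ± 0.419 (SD, n = 3) in Col and 3.84% ± 0.251 (SD, n = 3) in *brr2a*-2. A higher level of unspliced RNA in *brr2a*-2 may underlie this share. Differences in ribosomal RNA removal or RNA preparation between the libraries stay open, as no batch is given.

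With 3 libraries per genotype there are 10 splits of the 6 libraries, so that no result can be rarer than 1 in 10. For genes this count has no bearing, because the split by genotype gave 0 higher and 0 lower genes, which 10 of the 10 splits reach in either direction. The split of Col 1, *brr2a*-2 1 and *brr2a*-2 2 from the others gave 7 genes. For introns, 1 of the 10 splits gave as many with increased retention and 1 as many with decreased retention, which was the split by genotype in both cases. The largest numbers in another split were 2 and 1. Whether the intron calls exceed what regrouping gives cannot be told apart at this number of libraries.

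Of 22 *FLC* regulators with primers in S9 Table, 0 passed 0.05 adjusted over the list alone and 0 over all genes tested in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3 had an unadjusted p under 0.05. The smallest adjusted p over the list was 0.302, and the log2 fold changes lay between −0.28 (*ARP6*) and 0.43. The alternatives for this list also gave 0. The standard errors lay between 0.14 (*PIE1*) and 0.24 (*MSI4*), which argues against 2-fold changes of these regulators and leaves smaller ones open. Among the relatives of *FLC*, *MAF3* had a log2 fold change of 0.79 and an adjusted p of 0.176 in the quasi-likelihood test, with a range from 0.00353 with DESeq2 to 0.206 over the alternatives set beforehand with all 6 libraries and 0.0367 with the likelihood ratio test, and the other 4 lay between −0.10 (*MAF5*) and 0.34 (*MAF4*). Intron 1 of *FLC*, 3493 bp long, had 19, 16 and 22 counts in Col and 1, 2 and 1 in *brr2a*-2. Its log2 fold change beyond the gene was −0.35 with a standard error of 0.74. The other 5 introns of *FLC* did not pass the filter on low counts. In the fit without that filter, intron 6 of the transcript had a log2 fold change of 1.41. Its adjusted p was 0.736 in the quasi-likelihood test, with 8, 10 and 16 counts in Col and 3, 0 and 5 in *brr2a*-2. Introns 5, 3 and 2, with 0 counts in *brr2a*-2, had −2.86, −2.49 and −1.95, and intron 4 had 0 counts in every library. These counts are too few to decide whether *FLC* introns were retained.

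Introns with more counts are easier to call, and their length and GC content could differ for that reason. Against unchanged introns matched on mean count, the permutation p was 0.0276 for the length of introns with increased retention, 0.288 for that of introns with decreased retention and 0.234 for the GC content of introns with increased retention. For length, the difference of introns with increased retention was −160 bp matched and −76.9 bp unmatched. It was −145 bp matched (permutation test, p = 1e-05, the smallest the resamples can give) and −132 bp unmatched with the library sizes of the gene table, and −179.8 bp matched (permutation test, p = 0.0013) and −180.1 bp unmatched with genome order added. Many introns called without genome order have displaced names, so their lengths are those of the named introns. With the names as deposited, unchanged introns had a mean of 257 bp among those tested and 166 bp among those with at least 1 count. Matching within the tested introns cannot remove this effect of the filter. Among tested introns, the values in genome order argue against the number of counts as the whole cause of the shorter introns with increased retention. For the length of introns with decreased retention and for the GC content of introns with increased retention the explanation stays open, since the unmatched differences of means of the introns called here were not past the threshold either. The unmatched difference of medians in GC content was −2.04 points (permutation test, p = 0.00964), and that of means for S7 Table was −1.13 points (permutation test, p = 1e-05, the smallest the resamples can give). Neither was compared with matched introns.

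S9 Table lists primers for splicing assays of *FLC*, *COOLAIR*, *MAF1*, *AG* and *SEP3*, and for 14 introns named by gene identifier. Intron 1 of *FLC* had a log2 fold change beyond its gene of −0.35 with a standard error of 0.74, and is not in S7 Table. Of the 14 introns named by gene identifier, 10 were tested. All 10 were higher in *brr2a*-2 than their genes, with log2 fold changes from 0.93 to 3.27, and all 10 are in S7 Table. Of these, 4 have displaced names. In genome order, 7 of the 14 could be tested and 7 were higher, from 0.26 to 2.63. For intron AT3G57550.9, with a displaced name, the log2 fold change fell from 3.27 to 0.26, with a standard error of 0.39. Introns AT3G57550.8, AT3G57570.2 and AT3G57570.4, also with displaced names, had too few counts to test in genome order. The rise of these 4 introns as named therefore rests on counts that belong to other introns in genome order. This concerns the counts only. The paper's RT-PCR assays on separate RNA found higher retention in 10 of 10 genes, which these counts cannot test. The first principal component of the gene counts, with 35.3% of the variance, set Col 1 apart from the other 5 libraries, and the second held 32.5%.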
